# A PAX6-regulated receptor tyrosine kinase pairs with a pseudokinase to activate immune defense upon oomycete recognition in *Caenorhabditis elegans*

**DOI:** 10.1073/pnas.2300587120

**Published:** 2023-09-19

**Authors:** Florence Drury, Manish Grover, Mark Hintze, Jonathan Saunders, Michael K. Fasseas, Charis Constantinou, Michalis Barkoulas

**Keywords:** oomycete, *C. elegans*, innate immunity, receptor tyrosine kinase, PAX6

## Abstract

Oomycetes were recently discovered as natural pathogens of *Caenorhabditis elegans,* and pathogen recognition alone was shown to be sufficient to activate a protective transcriptional program characterized by the expression of multiple *chitinase-like* (*chil*) genes. However, the molecular mechanisms underlying oomycete recognition in animals remain fully unknown. We performed here a forward genetic screen to uncover regulators of *chil* gene induction and found several independent loss-of-function alleles of *old-1* and *flor-1,* which encode receptor tyrosine kinases belonging to the *C. elegans*-specific KIN-16 family. We report that OLD-1 and FLOR-1 are both necessary for mounting the immune response and act in the epidermis. FLOR-1 is a pseudokinase that acts downstream of the active kinase OLD-1 and regulates OLD-1 levels at the plasma membrane. Interestingly, the *old-1* locus is adjacent to the *chil* genes in the *C. elegans* genome, thereby revealing a genetic cluster important for oomycete resistance. Furthermore, we demonstrate that *old-1* expression at the anterior side of the epidermis is regulated by the VAB-3/PAX6 transcription factor, well known for its role in visual system development in other animals. Taken together, our study reveals both conserved and species-specific factors shaping the activation and spatial characteristics of the immune response to oomycete recognition.

## Significance

The nematode *Caenorhabditis elegans* can recognize natural oomycete pathogens and activate a protective transcriptional program called the oomycete recognition response. We discovered that two receptor tyrosine kinases (OLD-1 and FLOR-1) from the previously uncharacterized and *C. elegans*-specific KIN-16 family are required to mediate this response. In addition, we found that *old-1* expression is regulated by the worm ortholog of PAX6 (VAB-3), which is an evolutionarily conserved transcription factor widely known for its role in the development of the visual system. OLD-1, FLOR-1, and VAB-3 are the first set of regulators identified for oomycete recognition in animals and unravel the interplay of species-specific and conserved factors necessary for defense against pathogenic oomycetes.

Immune responses to infections are vital for the survival of all organisms. *Caenorhabditis elegans* is a small, free-living nematode that is used as a model to understand the molecular pathways employed by animal hosts to fight infection. *C. elegans* encounters a plethora of pathogens in its natural environment, and sampling of wild isolates over the last years has allowed new natural host–pathogen interaction systems to be established for investigation in the laboratory (1). Immune responses to naturally occurring infections have likely coevolved alongside the pathogens and have been studied in the context of bacterial (2, 3), viral (4), fungal (5, 6), and fungal-like microsporidia infections (7). We previously reported a new natural infection of *C. elegans* by the oomycete *Myzocytiopsis humicola* (8). Oomycetes are eukaryotic pathogens that cause lethal infection in both plants (9) and animals (10). For example, human oomycete infection is caused by the oomycete *Pythium insidiosum* and represents an emerging tropical infection with a high mortality rate due to lack of awareness and suitable noninvasive treatments (11). Therefore, *C. elegans* provides a useful model host to increase our knowledge on oomycete infections at a whole-animal level.

*M. humicola* rapidly kills *C. elegans* by attaching and penetrating through its cuticle and developing first into hyphae and then sporangia inside the nematode body cavity before the release of zoospores that go on to infect new animals (8). Interestingly, *C. elegans* can detect *M. humicola* in the environment using chemosensory neurons (12). This detection likely triggers cross-tissue communication from the neurons to the epidermis where *chitinase-like* (*chil*) genes are induced and offer protection against infection through modification of the outer barrier, the cuticle (8). A similar kind of neuron-to-epidermis communication also exists for immune signaling against fungal infection in *C. elegans*, where neuronal expression of *dbl-1* regulates expression of *cnc* antimicrobial peptides in the epidermis (13). The induction of *chil* genes can be elicited by an innocuous oomycete extract produced by washing off plates containing infected animals, followed by filter sterilization and autoclaving. By exposing animals to such extracts, an oomycete recognition response (ORR) has been described, which includes genes induced in common upon extract treatment and oomycete infection (12). Animal recognition of oomycete pathogens is likely to be a general feature, for example, it has been previously shown that cell wall components from the oomycete *Saprolegnia parasitica* and glucan extract from *P. insidiosum* activate Th2-like response (14) and a specific Th1/Th17 response (15, 16) in Atlantic salmon and BALB/c mice, respectively. Furthermore, the proinflammatory response in Atlantic salmon was found to extend to multiple tissues beyond gills like head kidney cells as well as the mucosal tissue (14). However, the underlying mechanisms of oomycete recognition and the exact machinery required for triggering these responses remain fully unknown. Identifying regulators of ORR in *C. elegans* can offer insights into systemic animal responses to oomycete infection.

In this study, we have started dissecting the underlying signaling pathway involved in oomycete recognition by identifying the first positive regulators of the ORR. We show that overexpression longevity determinant (OLD-1) and full loss of oomycete recognition (FLOR-1), which are predicted receptor tyrosine kinases from the KIN-16 family in *C. elegans,* are both required in the epidermis for mounting the ORR. We establish OLD-1 as an active kinase driving the response, while FLOR-1 as a pseudokinase that regulates both OLD-1 levels at the membrane and the downstream signaling. Furthermore, we identify the transcription factor VAB-3, which is the *C. elegans* homolog of PAX6, as being necessary for the activation of the ORR through influencing the expression of *old-1.* This work therefore describes a unique kinase-pseudokinase pair that is spatially regulated by the activity of a conserved developmental factor to allow pathogen-specific immune signaling in *C. elegans*.

## Results

### *old-1* and *flor-1* Are Required for Oomycete Recognition in *C. elegans*.

To dissect the machinery involved in oomycete recognition, we performed a forward genetic screen using the induction of the *chil-27p::GFP* reporter as a read-out for pathogen detection. Animals carrying this marker were mutagenized and their F2 progeny was screened for loss of GFP expression upon exposure to *M. humicola* extract. Around 60,000 haploid genomes were screened and multiple independent mutations were recovered in two genes, *old-1* and *flor-1*, (Fig. 1*A*) that led to complete loss of *chil-27p::GFP* induction upon extract treatment (Fig. 1*B*). Loss of *chil-27p::GFP* induction could be phenocopied by *old-1* and *flor-1* RNAi and was also observed in a background carrying a genetic deletion of *old-1(ok1273),* suggesting that the isolated mutations from the screen represent loss-of-function alleles (Fig. 1*B*). OLD-1 and FLOR-1 are part of the KIN-16 family of receptor tyrosine kinase (RTKs) family, which is *C. elegans-*specific and its members are little characterized (17–19).

**Fig. 1.**
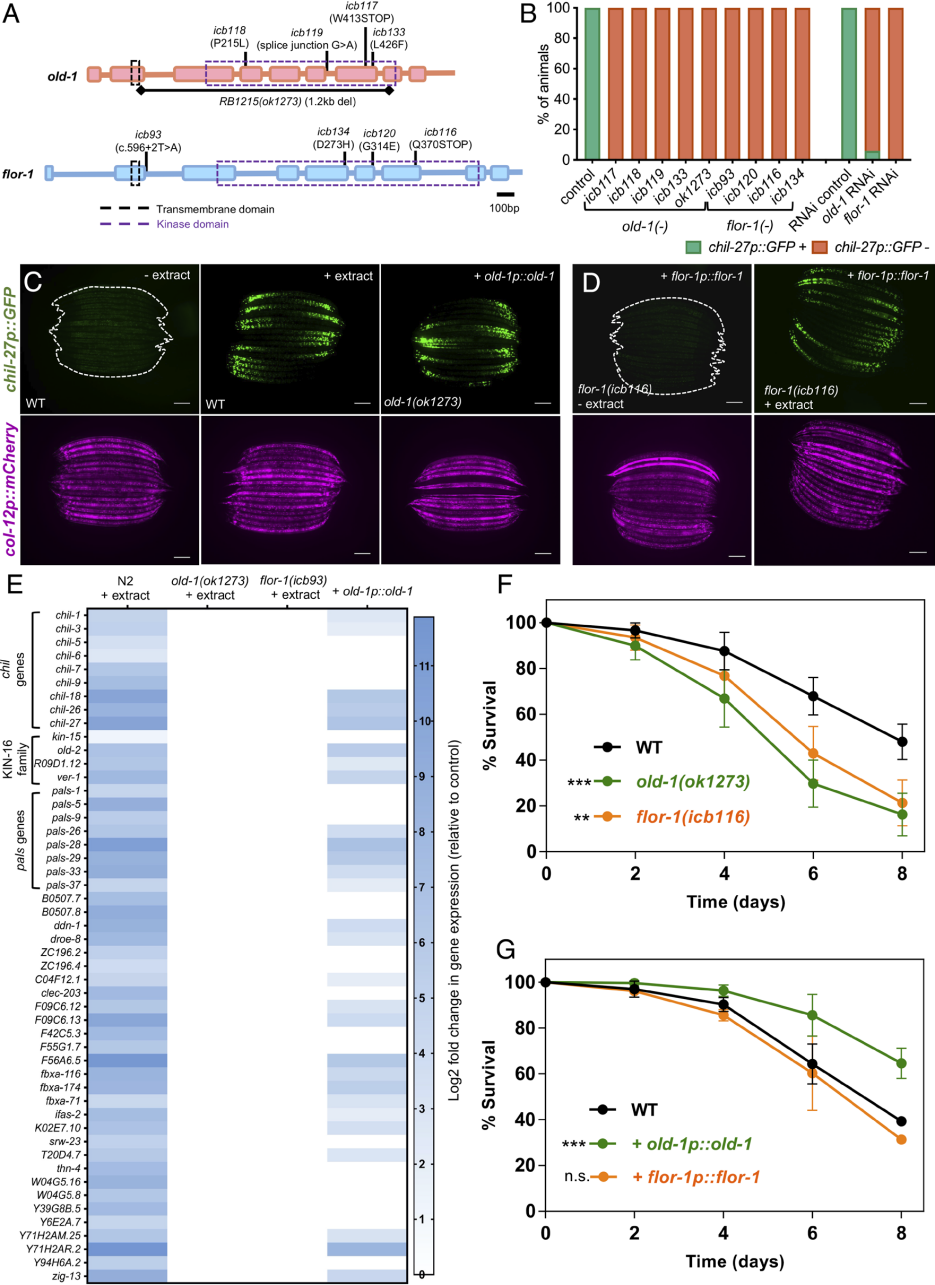
*old-1* and *flor-1* are required for the oomycete recognition response in *C. elegans.* (*A*) Gene structure of *old-1* and *flor-1* and location of mutations recovered. (*B*) Mutants carrying these mutations show a 100% loss of response to *M. humicola* extract. RNAi-mediated knock-down of *old-1* or *flor-1* phenocopies the reduction in response to *M. humicola* extract (chi-square test for each sample, ***P < 0.001, n > 50 animals). (*C*) Overexpression of *old-1(icbEx308)* in *old-1(ok1273)* causes constitutive activation of *chil-27p::GFP* mimicking extract treatment. (*D*) Overexpression of *flor-1(icbEx435)* in *flor-1(icb116)* mutant does not cause constitutive activation of *chil-27p::GFP* but rescues response to extract treatment. For panels (*C* and *D*), the presence of *col-12p::mCherry* represents a constitutive marker that is expressed in adults, n > 100 and Scale bar is 100 µm. (*E*) Heatmap showing the induction of the 50 most consistently upregulated ORR genes. Note that none of these ORR genes are transcriptionally up-regulated in *old-1(ok1273)* and *flor-1(icb93)* mutants whereas around two-thirds are induced upon *old-1* overexpression (*icbEx308*, compared to nontransgenic animals from the same population as control). Significant (*q* value < 0.1, *P* value < 0.01) log2 fold changes are shown in blue, while white represents nonsignificance. (*F*) Loss-of-function of *old-1* or *flor-1* increase susceptibility to *M. humicola* infection. (*G*) Overexpression of *old-1p::old-1(icbEx358)* makes animals less susceptible to *M. humicola* infection, while animals overexpressing *flor-1* behave similar to WT animals. WT control used for this experiment also carries the hygromycin resistance (*icbEx360*). For panels (*F* and *G*), n = 80 to 90 animals per condition, representative graph of three repeats is shown and stars indicate significance with a Log rank test as follows: **P < 0.01, ***P < 0.001, ****P < 0.0001.

Overexpression of RTKs can lead to ligand-independent activation of downstream signaling events (20, 21); therefore, we tested the effect of overexpressing *old-1* and *flor-1* in the respective mutants. While overexpression of *old-1p::old-1* in *old-1(ok1273)* mutants resulted in constitutive activation of *chil-27p::GFP*, overexpression of *flor-1p::flor-1* in *flor-1(icb116)* restored the response to *M. humicola* extract, yet did not lead to constitutive GFP fluorescence (Fig. 1 *C* and *D*). Consistent with this result, we found significantly reduced induction of *chil-27* by qPCR upon *flor-1* overexpression in comparison to *old-1* overexpression (*SI Appendix*, Fig. S1).

To determine whether loss of *chil-27p::GFP* induction in *old-1(-)* and *flor-1(-)* mutants upon extract treatment is representative of a broader loss of induction of ORR genes, we performed RNA-sequencing (*SI Appendix*, Dataset S1). 

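The extract experiment comprised 18 libraries of RNA from whole animals collected at the L4 stage, in 6 groups of 3. Wild-type N2, receptor mutants *old-1(ok1273)* and pseudokinase mutants *flor-1(icb93)* were each sequenced with and without *M. humicola* extract. The paper's strain list gives *flor-1(icb93)* only in a strain with the *icbIs5* reporter, which N2 lacks, and the sample labels do not name it. Yolk protein and oocyte genes, which are switched on as hermaphrodites reach adulthood, differed between libraries of untreated N2. The mean log2 CPM (counts scaled to library size) of 15 such genes was 1.12 in replicate A, 5.5 in replicate B and 6.11 in replicate C of untreated N2, between 0.92 and 1.14 in the 3 N2 extract libraries, and between 6.62 and 6.93 in the *flor-1(icb93)* libraries. *vit-2*, which encodes a yolk protein, had 4.15, 332 and 688 CPM in the 3 untreated N2 libraries. The authors counted transcripts with kallisto. Its estimated counts were summed per gene and compared with edgeR's quasi-likelihood test after TMM normalization, over the 16857 genes that passed a filter on low counts, with the 6 groups in one fit and 12 residual degrees of freedom. Genes were called at the study's thresholds, p under 0.01 and adjusted p under 0.1. Depth ran from 19214839 to 38956390 counts per library. The 6 *flor-1(icb93)* libraries had a smaller gap between transcript length and kallisto's effective length, 154.6 to 165.4 bases, than the other 24 libraries of the series, 239.8 to 273.4 bases. *flor-1*, the pseudokinase gene, was lower in untreated *flor-1(icb93)* than in untreated N2, at 16.6 ± 1.59 against 37.2 ± 10.2 CPM (SD, n = 3 each), and *old-1*, the receptor tyrosine kinase gene, was lower in untreated *old-1(ok1273)*, at 0.965 ± 0.185 against 2.24 ± 0.793 CPM (SD, n = 3 each). *flor-1* was similarly low in the hygromycin control of the *dpy-7p::old-1* experiment, whose listed strain has no *flor-1* mutation, so its total does not mark the mutant. *old-1* was also low in untreated *flor-1(icb93)*, at 1.19 ± 0.162 CPM (SD, n = 3), so the *old-1* total does not mark its mutant. The siblings of *old-1p::old-1* animals had 0.727 ± 0.214 CPM of *old-1* (SD, n = 3). *C56A3.4*, *C56A3.5* and *Y102A5C.36* had 0 counts in these siblings and in *old-1(ok1273)*, while every N2 library held counts of them. Whether these siblings carry an *old-1* mutation is unclear, so they cannot be taken as wild type for *old-1*. The paper's Fig. 1C describes the *icbEx308* array of their strain in *old-1(ok1273)*, while its strain list names no such mutation.

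**Figure D1:**
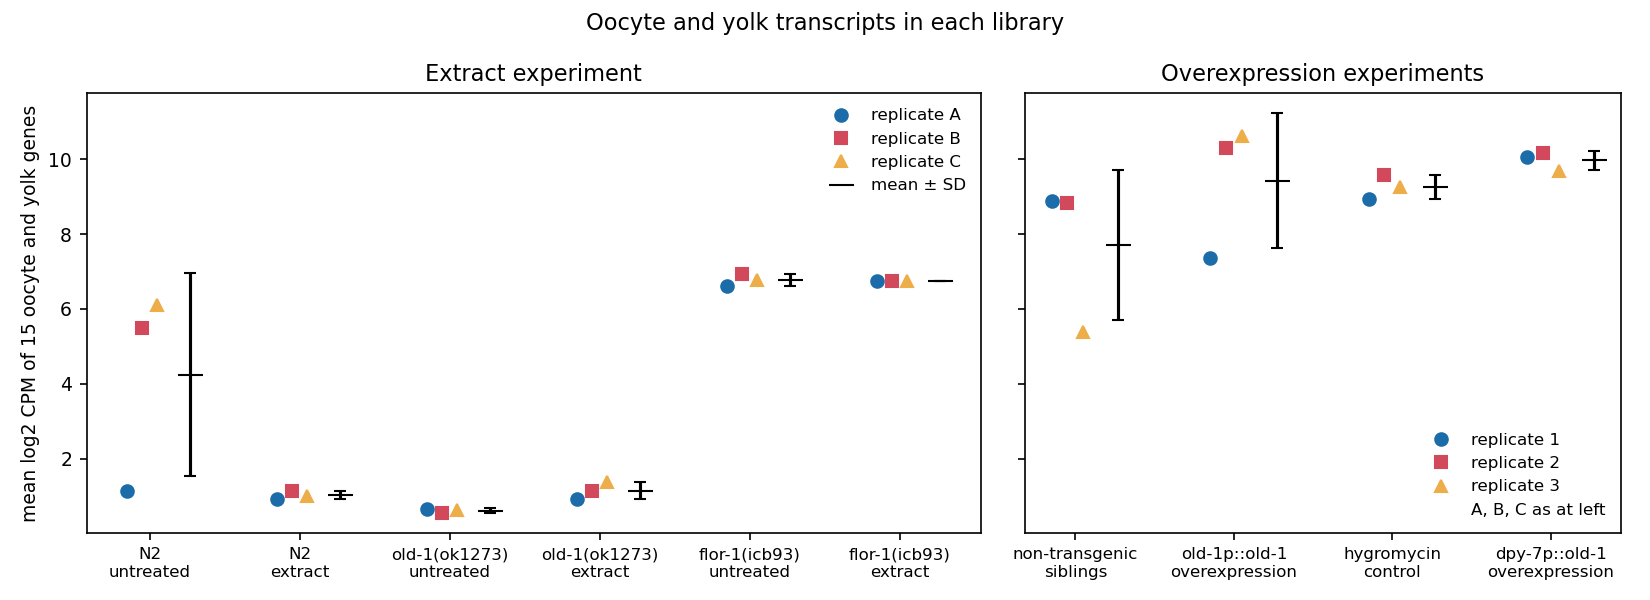
Mean log2 CPM of 15 oocyte and yolk genes in each library, by group, for the extract experiment on the left and the overexpression experiments on the right. Points are libraries, with shape and color giving the replicate, and bars are the mean and SD of 3 libraries. Untreated N2 replicate A lies at 1.12, with the N2 extract libraries, while replicates B and C lie at 5.5 and 6.11.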

The transcriptomic results of wild-type, extract-treated animals were first compared to previously published ORR datasets (12) obtained using comparable conditions (L4 stage animals and 4 h post extract treatment). 

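With extract in N2, *Y71H2AR.2*, with 5820 counts over the 3 extract libraries and 0 over the 3 untreated ones, was at least 1920-fold higher, counted against a floor of 3 counts over the group. *F56A6.5* had 9851 against 2 counts, a ratio of 4890 (95% counting interval 1350 to 40400). *ddn-1* was the most abundant of the genes named here, at 1080 ± 48.5 CPM with extract and 2.59 ± 0.534 CPM without (SD, n = 3 each). The argonaute gene *vsra-1* rose by 4.66 on the log2 scale (standard error 0.07, adjusted p = 3.92e-16 from edgeR's quasi-likelihood test), the smallest adjusted p among the 50 ORR genes of the study's heatmap. Outside those genes, *math-8*, *rabr-4* and *F47B8.1* had no counts in untreated N2 and were at least 332-fold, 229-fold and 168-fold higher with extract. In all, 5891 of 16857 genes were called, 2501 higher and 3390 lower with extract. The 50 ORR genes were all higher, with a median log2 fold change of 6.83 and a range of 1.13 to 14.09. The median was 6.54 with the 12 genes of 0 to 3 untreated counts at their bound. All 50 passed when adjusted over the list alone. The study chose these genes partly on these libraries, so their direction in N2 is not independent evidence. Among cuticle collagens, 77 of 158 fell and 13 rose (camera, adjusted p = 6.18e-05, and adjusted p = 0.308 with an estimated correlation, with the same counts when adjusted over the list alone). *col-150* had a log2 fold change of -2.59 (standard error 0.17). Of the genes with the largest falls, *col-20* had 0.463 ± 0.409 CPM with extract and 144 ± 142 CPM without (SD, n = 3 each), and *C35B1.4* had 0 counts with extract and was at least 154-fold lower. The collagens moved with the yolk genes, whose level set untreated N2 replicates B and C apart from replicate A. With the yolk gene covariate, chosen after seeing the data, 16 cuticle collagens fell and 7 rose, with a median log2 fold change of -0.11, against -0.63 without it. Without untreated N2 replicates B and C, a choice made after seeing the data that leaves 1 untreated N2 library and takes the spread from the other groups, 2618 genes were called. With the N2 groups alone in the fit 2259 were called, of which 57% were higher.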

We found 50 genes consistently upregulated in response to *M. humicola* extract in multiple independent experiments (Fig. 1*E*). These genes include members of the *chil* gene family, members of the KIN-16 family to which *old-1* and *flor-1* belong, and *pals* genes, which are also part of the intracellular pathogen response (IPR) induced upon infection with microsporidia or the Orsay virus in *C. elegans* (22). 

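Extract raised 18 of the 24 tested *chil* genes, which encode chitinase-like proteins, and lowered 2, with a median log2 fold change of 2.55 (camera, adjusted p = 1.58e-11, and adjusted p = 0.000749 with an estimated correlation). *chil-27* (WBGene00011848), whose promoter drives the study's reporter, rose from 2 to 3130 counts over 3 libraries, a ratio of 1550 (95% counting interval 429 to 12800), and stood at 44.5 ± 5.64 CPM with extract (SD, n = 3). *chil-18* reached 134 ± 15.1 CPM from 0.127 ± 0.0979 CPM (SD, n = 3 each, log2 fold change 9.97, standard error 0.26, adjusted p = 2.18e-13 from edgeR's quasi-likelihood test). *chil-14* and *chil-19* were lower, with log2 fold changes of -3.2 and -0.82, and *chil-14* was not called with the yolk gene covariate (-0.65), chosen after seeing the data. Of 8 tested KIN-16 family genes, 6 rose and none fell, with a median of 3.47 (camera, adjusted p = 7.93e-07, and adjusted p = 0.00126 with an estimated correlation). Of 34 *pals* genes, 25 rose and 2 fell, with a median of 4.35 (camera, adjusted p = 9.06e-18, and adjusted p = 0.00104 with an estimated correlation). *pals-28* and *pals-5* had no untreated counts and were at least 900-fold and 230-fold higher. *pals-37* had a log2 fold change of 4.84 (standard error 0.17). *pals-39*, which is not among the 50 genes, had one of 5.7 (standard error 0.17). Of 10 intracellular pathogen response genes outside the *pals* family, 9 rose (camera, adjusted p = 6.84e-08, and adjusted p = 0.00104 with an estimated correlation). *eol-1* rose from 0.6 ± 0.318 to 25.4 ± 1.43 CPM (SD, n = 3 each), while the ubiquitin ligase genes *cul-6*, *skr-3* and *skr-4* had log2 fold changes of 1.3, 1.14 and 1.36. For these 4 lists the counts were the same when adjusted over the list alone. Of the tested *chil* genes 9, of the KIN-16 family 4 and of the *pals* genes 8 belong to the 50 ORR genes, which were chosen partly on these libraries.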

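The mean log2 CPM of the 50 ORR genes was 4.87 to 4.95 in the 3 N2 extract libraries and -1.61 to -1.36 in the 3 untreated ones. In *old-1(ok1273)* it was -1.51 to -1.31 with extract and -1.47 to -1.35 without, and in *flor-1(icb93)* it was -0.97 to -0.83 with and -1.05 to -0.86 without. The mean log2 change was 6.42 in N2 (95% interval 6.26 to 6.58), -0.01 in *old-1(ok1273)* (-0.17 to 0.15) and 0.05 in *flor-1(icb93)* (-0.11 to 0.21). *chil-18* had 0.262 ± 0.0533 CPM with extract and 0.332 ± 0.137 CPM without in *old-1(ok1273)*, and 0.0982 ± 0.0554 and 0.0801 ± 0.0132 CPM in *flor-1(icb93)* (SD, n = 3 each). *chil-27* had 0 counts with extract and 1 without in *old-1(ok1273)*, and 10 and 3 counts in *flor-1(icb93)*, at or near the floor of detection. The difference between the responses was tested itself, with edgeR's quasi-likelihood test of the interaction. All 50 log2 changes were smaller in *old-1(ok1273)* than in N2, 42 of them past the test, with a median difference of -6.81. In *flor-1(icb93)* all 50 were smaller, 48 past the test, with a median difference of -6.62. The same counts passed when adjusted over the list alone. The difference for *chil-18* was -10.33 (standard error 0.58, adjusted p = 1.33e-08) in *old-1(ok1273)* and -9.7 (standard error 0.92, adjusted p = 3.92e-06) in *flor-1(icb93)*. For *chil-1* it was -4.85 and -4.58, and for the receptor tyrosine kinase gene *kin-15* -1.18 and -1.43. By family, the response was called smaller in *old-1(ok1273)* for 8 of 9 *chil*, 3 of 4 KIN-16, 7 of 8 *pals* and 24 of 29 other ORR genes, and in *flor-1(icb93)* for 9, 3, 8 and 28. The 8 genes not called for *old-1(ok1273)* had 0 untreated counts there and 0 to 3 with extract. The standard errors of their differences, 23.66 to 23741.72, were too large for a test, so they do not show a kept response. *Y71H2AR.2*, one of them, had 1 count with extract there and 5820 in N2. None of the 50 was called higher with extract in either mutant by edgeR, DESeq2 or limma. Without untreated replicate B of *old-1(ok1273)*, edgeR called 1 higher in that mutant. In *old-1(ok1273)* 4 and in *flor-1(icb93)* 1 had an unadjusted p under 0.05, and *T20D4.7* was lower in *old-1(ok1273)*, with a log2 fold change of -0.77 (adjusted p = 0.022). The paper started from the lost induction of *chil-27p::GFP* in the mutants and used these libraries to ask whether that loss extends to the response as a whole.

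**Figure D2:**
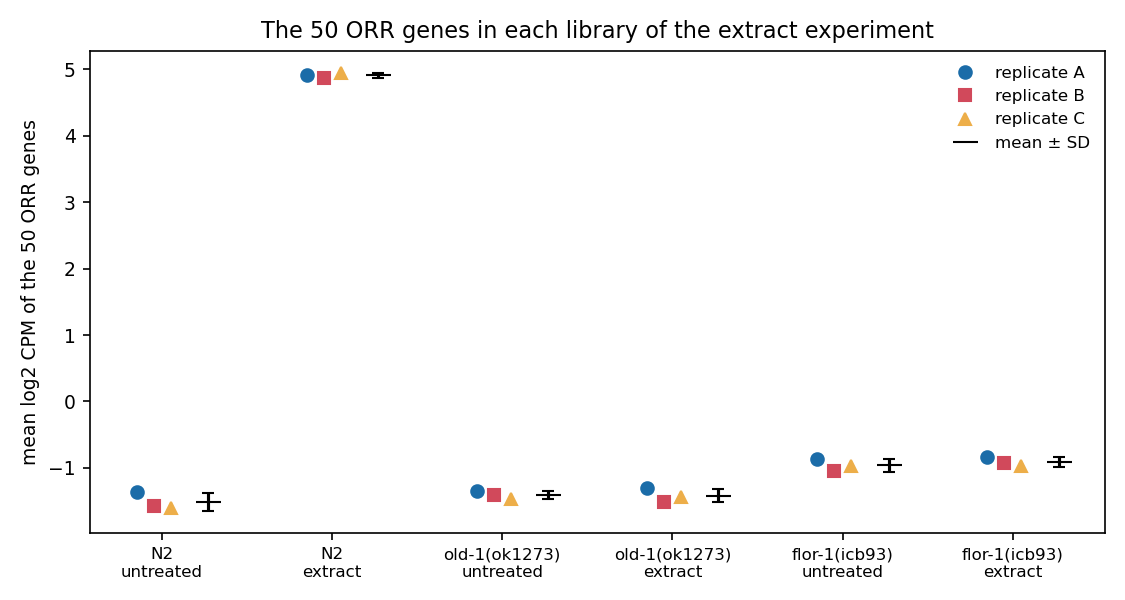
Mean log2 CPM of the 50 ORR genes in each of the 18 libraries, by genotype and treatment. Points are libraries, with shape and color giving the replicate, and bars are the mean and SD of 3 libraries. The 3 N2 extract libraries lie between 4.87 and 4.95, and the other 15 lie between -1.61 and -0.83.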

We found that loss of *old-1* or *flor-1* function impaired the induction of all 50 genes upon extract treatment (Fig. 1*E* and *SI Appendix*, Dataset S1). Additionally, more than 50% of these genes were found to be upregulated upon overexpression of *old-1* under its own promoter, suggesting that overexpression of *old-1* can largely mimic the induction of ORR upon extract treatment (Fig. 1*E* and *SI Appendix*, Dataset S1). Consequently, *old-1(-)* and *flor-1(-)* mutants survived less upon infection by *M. humicola* than wild-type animals (Fig. 1*F*). Conversely, constitutive activation of ORR through overexpression of *old-1p::old-1* caused increased survival to *M. humicola* infection, while animals overexpressing *flor-1p::flor-1* showed similar susceptibility to wild-type animals (Fig. 1*G*). These results establish OLD-1 and FLOR-1 as key players for the activation of oomycete recognition response in *C. elegans*.

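Libraries of *old-1p::old-1* animals and of non-transgenic animals labelled as coming from the same strain (siblings below), 3 each, were compared with edgeR's quasi-likelihood test over 16292 genes, with 4 residual degrees of freedom. The labels disagree on the reporter insertion, *icbIs4* for the transgenic and *icbIs5* for the sibling libraries. Depth was 25636326 to 28592228 counts in the transgenic and 24342790 to 30303505 in the sibling libraries. Oocyte and yolk genes differed within both groups: their mean log2 CPM was 7.36, 10.3 and 10.62 in replicates A, B and C of the transgenic animals and 8.89, 8.83 and 5.39 in those of the siblings. On simulated counts with the spread of these libraries, over 5 draws, the test recovered 2% of 500 genes changed 2-fold and 44.6% of 500 changed 4-fold, against 78.6% and 93.2% for extract in N2. DESeq2's Wald test recovered 18% and 80.4% and called 78 to 108 unchanged genes per draw, against 1 to 10 for edgeR.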

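*old-1* was higher in *old-1p::old-1* animals than in their siblings, at 50.3 ± 10.1 against 0.727 ± 0.214 CPM (SD, n = 3 each, log2 fold change 6.11, standard error 0.34, adjusted p = 0.00834 from edgeR's quasi-likelihood test). The ORR genes *chil-1*, *ddn-1*, *vsra-1*, *F56A6.5* and *Y71H2AR.2* were also higher. *ddn-1* had a log2 fold change of 4.04 (standard error 0.31) and *vsra-1* one of 2.05 (standard error 0.2). *Y71H2AR.2* had 827 counts against 2 and *F56A6.5* 248 against 2. *chil-1* stood at 18.1 ± 2.7 against 2.71 ± 0.595 CPM (SD, n = 3 each). Its annotated end overlaps that of *old-1* on chromosome II (from 9866464 to 9866478). Whether reads of the transgene were counted there as its own was not tested. Of the 44 ORR genes tested, 43 had a positive log2 fold change, with a median of 3.24, and 34 passed when adjusted over the list alone. *chil-27* had 3.51 ± 2.45 against 0.027 ± 0.0468 CPM (SD, n = 3 each), with an adjusted p of 0.114, and *chil-18* had 6.81 ± 1.65 against 0.124 ± 0.108 CPM, with the same adjusted p. Of 23 *chil* genes 1 was called (7 higher when adjusted over the list alone, camera adjusted p = 0.000127, and adjusted p = 0.399 with an estimated correlation), of 7 KIN-16 family genes 1, *old-1* itself (4 higher and 1 lower over the list alone, and adjusted p = 0.0107, and 0.399 with an estimated correlation), and of 27 *pals* genes none (11 higher over the list alone, and adjusted p = 0.000127, and 0.284 with an estimated correlation). Of 14 epidermal antimicrobial peptide genes 1 was called higher (6 higher over the list alone, and adjusted p = 0.00215, and 0.399 with an estimated correlation), and of 146 C-type lectin genes 1 was called lower (1 higher and 15 lower over the list alone, and adjusted p = 0.000179, and 0.399 with an estimated correlation). No gene was called in the lists that follow. Over the list alone, 55 of 77 ribosomal protein genes, 10 of 156 cuticle collagens, 4 of 46 hedgehog-related genes, 3 of 9 intestine markers and 1 each of 16 molting cycle genes, 8 pharynx markers and 12 neuron markers were lower (adjusted p = 2.16e-28, 1.5e-05, 2.07e-05, 0.00232, 9.06e-05, 0.000203 and 0.000514, and 0.399, 0.431, 0.431, 0.399, 0.399, 0.399 and 0.399 with an estimated correlation), and 3 of 16 germline genes and 4 of 141 F-box A genes were higher (adjusted p = 7.69e-05 and 0.0156, and 0.399 for each with an estimated correlation). None passed over the list alone among 15 oocyte and yolk, 29 major sperm protein and 49 other sperm genes, 6 furrow collagens, 63 MATH and BATH genes, 65 histone genes and 11 body wall muscle markers, with medians of 1.53, 0.7, 0.68, -1.51, 0.58, -0.26 and -0.4 (adjusted p = 0.00706, 0.000396, 0.000283, 0.000394, 0.0323, 0.0341 and 0.00554, and 0.582, 0.582, 0.582, 0.399, 0.399, 0.709 and 0.558 with an estimated correlation). In all, 20 genes were called, 16 higher and 4 lower, and 3076 had an unadjusted p under 0.05. Besides *old-1*, the rises included *ifas-1* (1900 counts against 2), *acdh-2* (log2 fold change 3.9) and the antimicrobial peptide gene *cnc-2* (3.56), and the falls were *ins-35*, which encodes an insulin-like peptide, *clec-42*, *F46F2.3* and *odc-1*, the ornithine decarboxylase gene, with log2 fold changes of -3.35, -2.68, -1.96 and -1.63. Of the 16 genes raised, 10 were also raised by extract in N2, where 2.41 would be shared by chance (one-sided Fisher's exact test, p = 1.95e-05). DESeq2 called 1452 genes and 36 ORR genes. Without replicate A of *old-1p::old-1* edgeR called 3716 and 31, without sibling replicate B it called none, and with the replicates as a block none. From the share of ORR genes raised, the paper proposes that *old-1* overexpression can largely mimic the response to extract.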

### OLD-1 and FLOR-1 Are Required in the Epidermis for the Induction of ORR.

To determine in which tissue *old-1* and *flor-1* act, we performed single-molecule fluorescence in situ hybridization (smFISH). For both genes, we observed epidermal expression as evidenced by the proximity of detected mRNAs with epidermal GFP-labeled nuclei (*SI Appendix*, Fig. S2*A*). Interestingly, despite the *C. elegans* epidermis being a multinucleated syncytium (23), *old-1* showed higher expression in the anterior end of the epidermis, while *flor-1* mRNAs were more abundantly distributed throughout the epidermis (Fig. 2*A* and *SI Appendix*, Fig. S2*A*). Translational reporters created by the fusion of OLD-1 and FLOR-1 with GFP also matched the mRNA expression and revealed membrane localization in the epidermis (Fig. 2*B* and *SI Appendix*, Fig. S2*B*). Coexpression of OLD-1::GFP and FLOR-1::mScarlet showed membrane colocalization in the anterior epidermis (*SI Appendix*, Fig. S2*C*). As both OLD-1 and FLOR-1 colocalize in the epidermal membrane, we wished to determine whether they could be physically interacting to facilitate signaling. To this end, we used fluorescent resonance energy transfer (FRET) and found OLD-1::GFP and FLOR-1::mScarlet in close proximity to allow interaction both in the presence and absence of *M. humicola* extract (*SI Appendix*, Fig. S2*D*). Finally, we tested whether epidermis-specific RNAi targeting *old-1* or *flor-1* would be sufficient to prevent the induction of *chil-27p::GFP* upon extract treatment. We found that epidermal RNAi was sufficient to decrease *chil-27p::GFP* induction to the same extent as whole-body RNAi (Fig. 2*C*). Taken together, we conclude that OLD-1 and FLOR-1 are likely to act together in the epidermis.

**Fig. 2.**
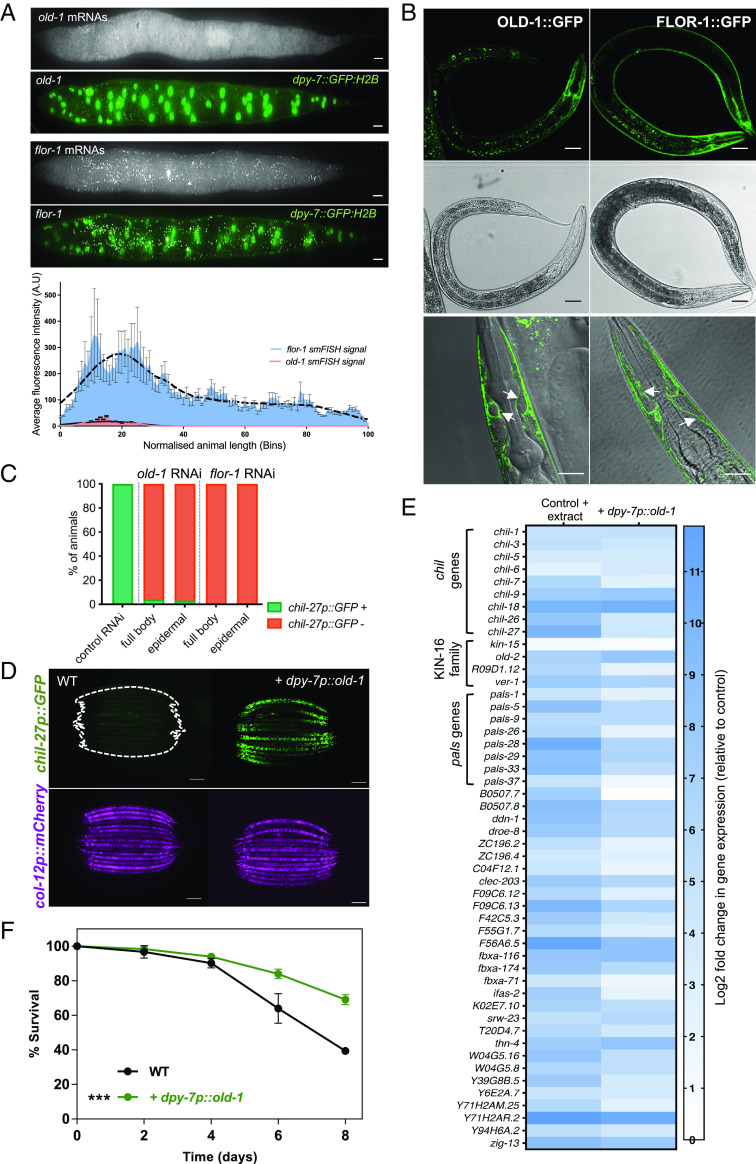
OLD-1 and FLOR-1 are required in the epidermis for the induction of ORR genes. (*A*) Z stacks showing *old-1* and *flor-1* mRNA distribution by smFISH. *old-1* and *flor-1* mRNAs are shown as white spots, epidermal nuclei are marked by a *dpy-7p::GFP::H2B* transgene. (Scale bar is 10 µm.) Lower panel shows average fluorescent intensity of mRNA signal for *old-1* and *flor-1* along a normalised body length (n = 10 animals for each, error bars show SE for each bin). (*B*) An OLD-1::GFP *(icbEx310)* translational fusion is expressed primarily in the anterior epidermis, whereas a FLOR-1::GFP translational fusion *(icb136)* is expressed throughout the epidermis. Lower panels show that both translational fusions localize to the membrane in the head (white arrows). Scale bar for top four images is 50 µm, and for bottom zoomed-in images is 20 µm. (*C*) Epidermal-specific RNAi knock-down of *old-1* and *flor-1* expression is sufficient to reduce response to *M. humicola* extract to the same level as whole-body RNAi knock-down, n > 50 for each treatment. All treatments are significant with a chi-square test, ****P < 0.0001. (*D*) Overexpression of *old-1* under the *dpy-7* promoter (*icbEx309*) triggers constitutive activation of *chil-27p::GFP (*n > 100 animals, Scale bar is 100 µm). (*E*) Heatmap showing relative expression of the 50 most consistently up-regulated ORR genes upon epidermal overexpression of *old-1(icbEx359)* and extract-treated wild-type animals carrying hygromycin resistance (*icbEx360*). Significant (*q* value < 0.1, *P* value < 0.01) log2 fold changes are shown in blue, while white represents nonsignificance. (*F*) Representative survival assay for epidermal overexpression of *old-1*(*icbEx359*) which decreases susceptibility to infection by *M. humicola.* The control used for this experiment also carries the hygromycin resistance (*icbEx360*), n = 80 to 90 animals per condition, representative graph of three repats is shown, log rank test ***P < 0.001.

Next, we tested whether we could mimic the constitutive activation of *chil-27p::GFP* seen upon overexpression of *old-1*, using the *dpy-7* promoter that drives expression specifically in the epidermis. Here, we found that *chil-27p::GFP* was expressed constitutively throughout the entire epidermis (Fig. 2*D* and *SI Appendix*, Fig. S3) as opposed to only the anterior side that is observed upon extract treatment. This difference in *chil-27p::GFP* expression is consistent with the observed *old-1* mRNA distribution either in the anterior epidermis of transgenics carrying extra copies of *old-1* under their endogenous promoter or throughout the epidermis when the *dpy-7* promoter was used instead (*SI Appendix*, Fig. S3). 

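The libraries of *dpy-7p::old-1* animals and of control animals carrying the hygromycin resistance marker, 3 each, held 22693415 to 26993477 and 22906804 to 25717774 counts. The test covered 16148 genes with 4 residual degrees of freedom. On simulated counts with the spread of these libraries it recovered 83% of 500 genes changed 2-fold and 98.6% of 500 changed 4-fold. The mean log2 CPM of the oocyte and yolk genes was 9.69 to 10.18 in *dpy-7p::old-1* and 8.95 to 9.58 in control libraries.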

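*old-1* driven by the *dpy-7* promoter stood at 60.9 ± 13.7 CPM, against 1.29 ± 0.187 CPM in the hygromycin control (SD, n = 3 each, log2 fold change 5.54, standard error 0.21, adjusted p = 3.12e-07 from edgeR's quasi-likelihood test). *flor-1* had 17.3 ± 3.46 against 15.6 ± 2.79 CPM, with an adjusted p of 0.511. *chil-18* reached 108 ± 23.6 from 0.132 ± 0.196 CPM, *chil-27* 9.58 ± 1.94 from 0.513 ± 0.148 CPM and *chil-9* 13.6 ± 2.26 from 0.0794 ± 0.0793 CPM (SD, n = 3 each). *old-2*, a KIN-16 family gene, had 513 counts and none in the control and was at least 159-fold higher, and *rabr-4*, *fbxa-28* and *thn-4* were at least 224-fold, 188-fold and 184-fold higher. All 50 ORR genes were higher, with log2 fold changes of 0.78 to 11.07 and a median of 4.85 (4.58 with genes of 0 to 3 control counts at their bound), and all 50 passed when adjusted over the list alone. The medians were 4.18 for the 9 *chil*, 4.5 for the 4 KIN-16, 5.23 for the 8 *pals* and 5.19 for the 29 other genes. The list was not chosen on these libraries. Across the whole families, 10 of 23 *chil* genes rose and 2 fell (camera, adjusted p = 0.0171, and adjusted p = 0.411 with an estimated correlation), 6 of 8 KIN-16 family genes rose and *kin-16* fell (adjusted p = 0.00224, and adjusted p = 0.361 with an estimated correlation), and 23 of 34 *pals* genes rose and 5 fell (adjusted p = 8.65e-05, and adjusted p = 0.361 with an estimated correlation). Of 9 other intracellular pathogen response genes only *eol-1* was called, at 3.11 (standard error 0.52). These counts were the same when adjusted over the list alone. Of 12 epidermal antimicrobial peptide genes 7 fell (camera, adjusted p = 0.00386, and adjusted p = 0.361 with an estimated correlation), among them *nlp-30* at -2.37 (standard error 0.18) and *cnc-4* at -2.22 (standard error 0.22). All 3 osmotic stress genes fell (adjusted p = 0.0104, and adjusted p = 0.361 with an estimated correlation), with *gpdh-1*, which makes glycerol, at -1.96. Of 9 epidermis markers 5 fell and 1 rose (adjusted p = 0.136), with a median of -0.57. The paper chose the *dpy-7* promoter, which is active in the epidermis, to test whether *old-1* there mimics the constitutive activation seen with extra copies under its own promoter.

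**Figure D3:**
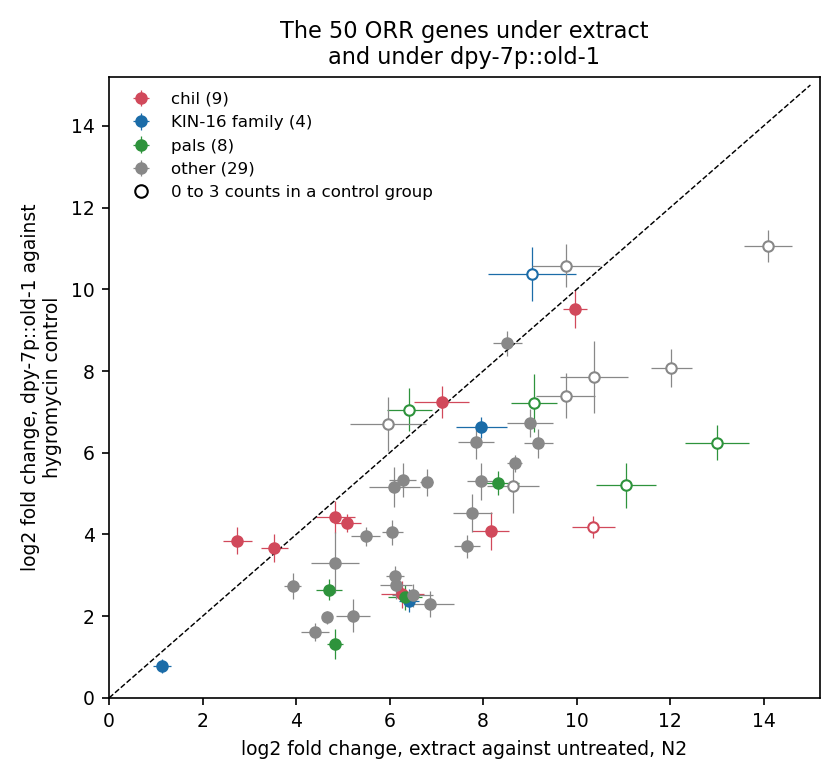
Log2 fold change of each of the 50 ORR genes with extract in N2 (horizontal axis) and in dpy-7p::old-1 against the hygromycin control (vertical axis), with standard errors as bars. Open symbols mark genes with 0 to 3 counts in a control group, whose plotted value depends on the prior count, the dashed line marks equal values, and all 50 genes lie above 0 on both axes.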

RNAseq analysis of animals overexpressing *dpy-7p::old-1* showed upregulation of >95% of ORR genes (Fig. 2*E* and *SI Appendix*, Dataset S2). Consequently, these animals also showed increased survival upon infection by *M. humicola* (Fig. 2*F*).

We have shown previously that activation of the ORR upon oomycete exposure is modulated by cross-tissue communication from neurons to epidermis, and TAX-2/4-dependent signaling in chemosensory neurons is able to modulate the induction of the ORR (12) as well as regulate cuticle morphology and epidermal pathogen avoidance (24, 25). Therefore, we asked whether activation of the ORR upon overexpression of *old-1* also requires neuronal signaling. Here, we found that constitutive expression of *chil-27p::GFP* upon overexpression of *old-1* is not suppressed by *tax-4* loss-of-function, further suggesting that OLD-1 acts at the level of the epidermis, thus downstream of neuronal signaling in the pathway leading to the induction of the ORR (*SI Appendix*, Fig. S4).

### FLOR-1 Is a Pseudokinase that Regulates OLD-1 Membrane Availability and Its Downstream Signaling.

Despite the fact that OLD-1 and FLOR-1 belong to the same RTK family, we saw consistently higher induction of *chil-27* upon overexpression of *old-1* rather than *flor-1* (Fig. 1*D* and *SI Appendix*, Fig. S1). Upon closer investigation, we noticed amino acid changes in key regions in the FLOR-1 protein sequence, such as the glycine-rich, activation and catalytic loop (26, 27), which are likely to interfere with its kinase activity (Fig. 3*A*). For example, a characteristic signature of catalytically deficient kinases, also known as pseudokinases, is mutations in an aspartate (generally referred to as “D166”) and asparagine (“N171”), present within a HxDxxxxN motif required for catalysis. This motif was present in OLD-1 (HRDLALRN) and other family members, but not in FLOR-1 (HRALALRS). We used site-directed mutagenesis to mutate the D and N residues in the catalytic loop of OLD-1 to those amino acids found in FLOR-1 (A and S respectively). This conversion resulted in loss of constitutive activation of *chil-27p::GFP*, suggesting that an active kinase function is required for ligand independent signaling upon overexpression of *old-1* (Fig. 3*B* and *SI Appendix*, Fig. S5). Unlike FLOR-1 overexpression under its endogenous promoter that does not significantly induce *chil-27* expression, animals expressing high levels of FLOR-1 via the *dpy-7::flor-1* transgene show constitutive expression of *chil-27* even in the absence of extract treatment (Fig. 3*C* and *SI Appendix*, Fig. S5). However, when the same OLD-1-like catalytic residues were introduced in FLOR-1 (A297D, S302N), the induction of *chil-27p::GFP* was reduced, while FLOR-1 retained the ability to rescue *chil-27p::GFP* induction in *flor-1(icb116)* mutants upon exposure to oomycete extract (Fig. 3*C* and *SI Appendix*, Fig. S5). These results indicate that FLOR-1 is likely to be a pseudokinase with reduced or no active kinase activity.

**Fig. 3.**
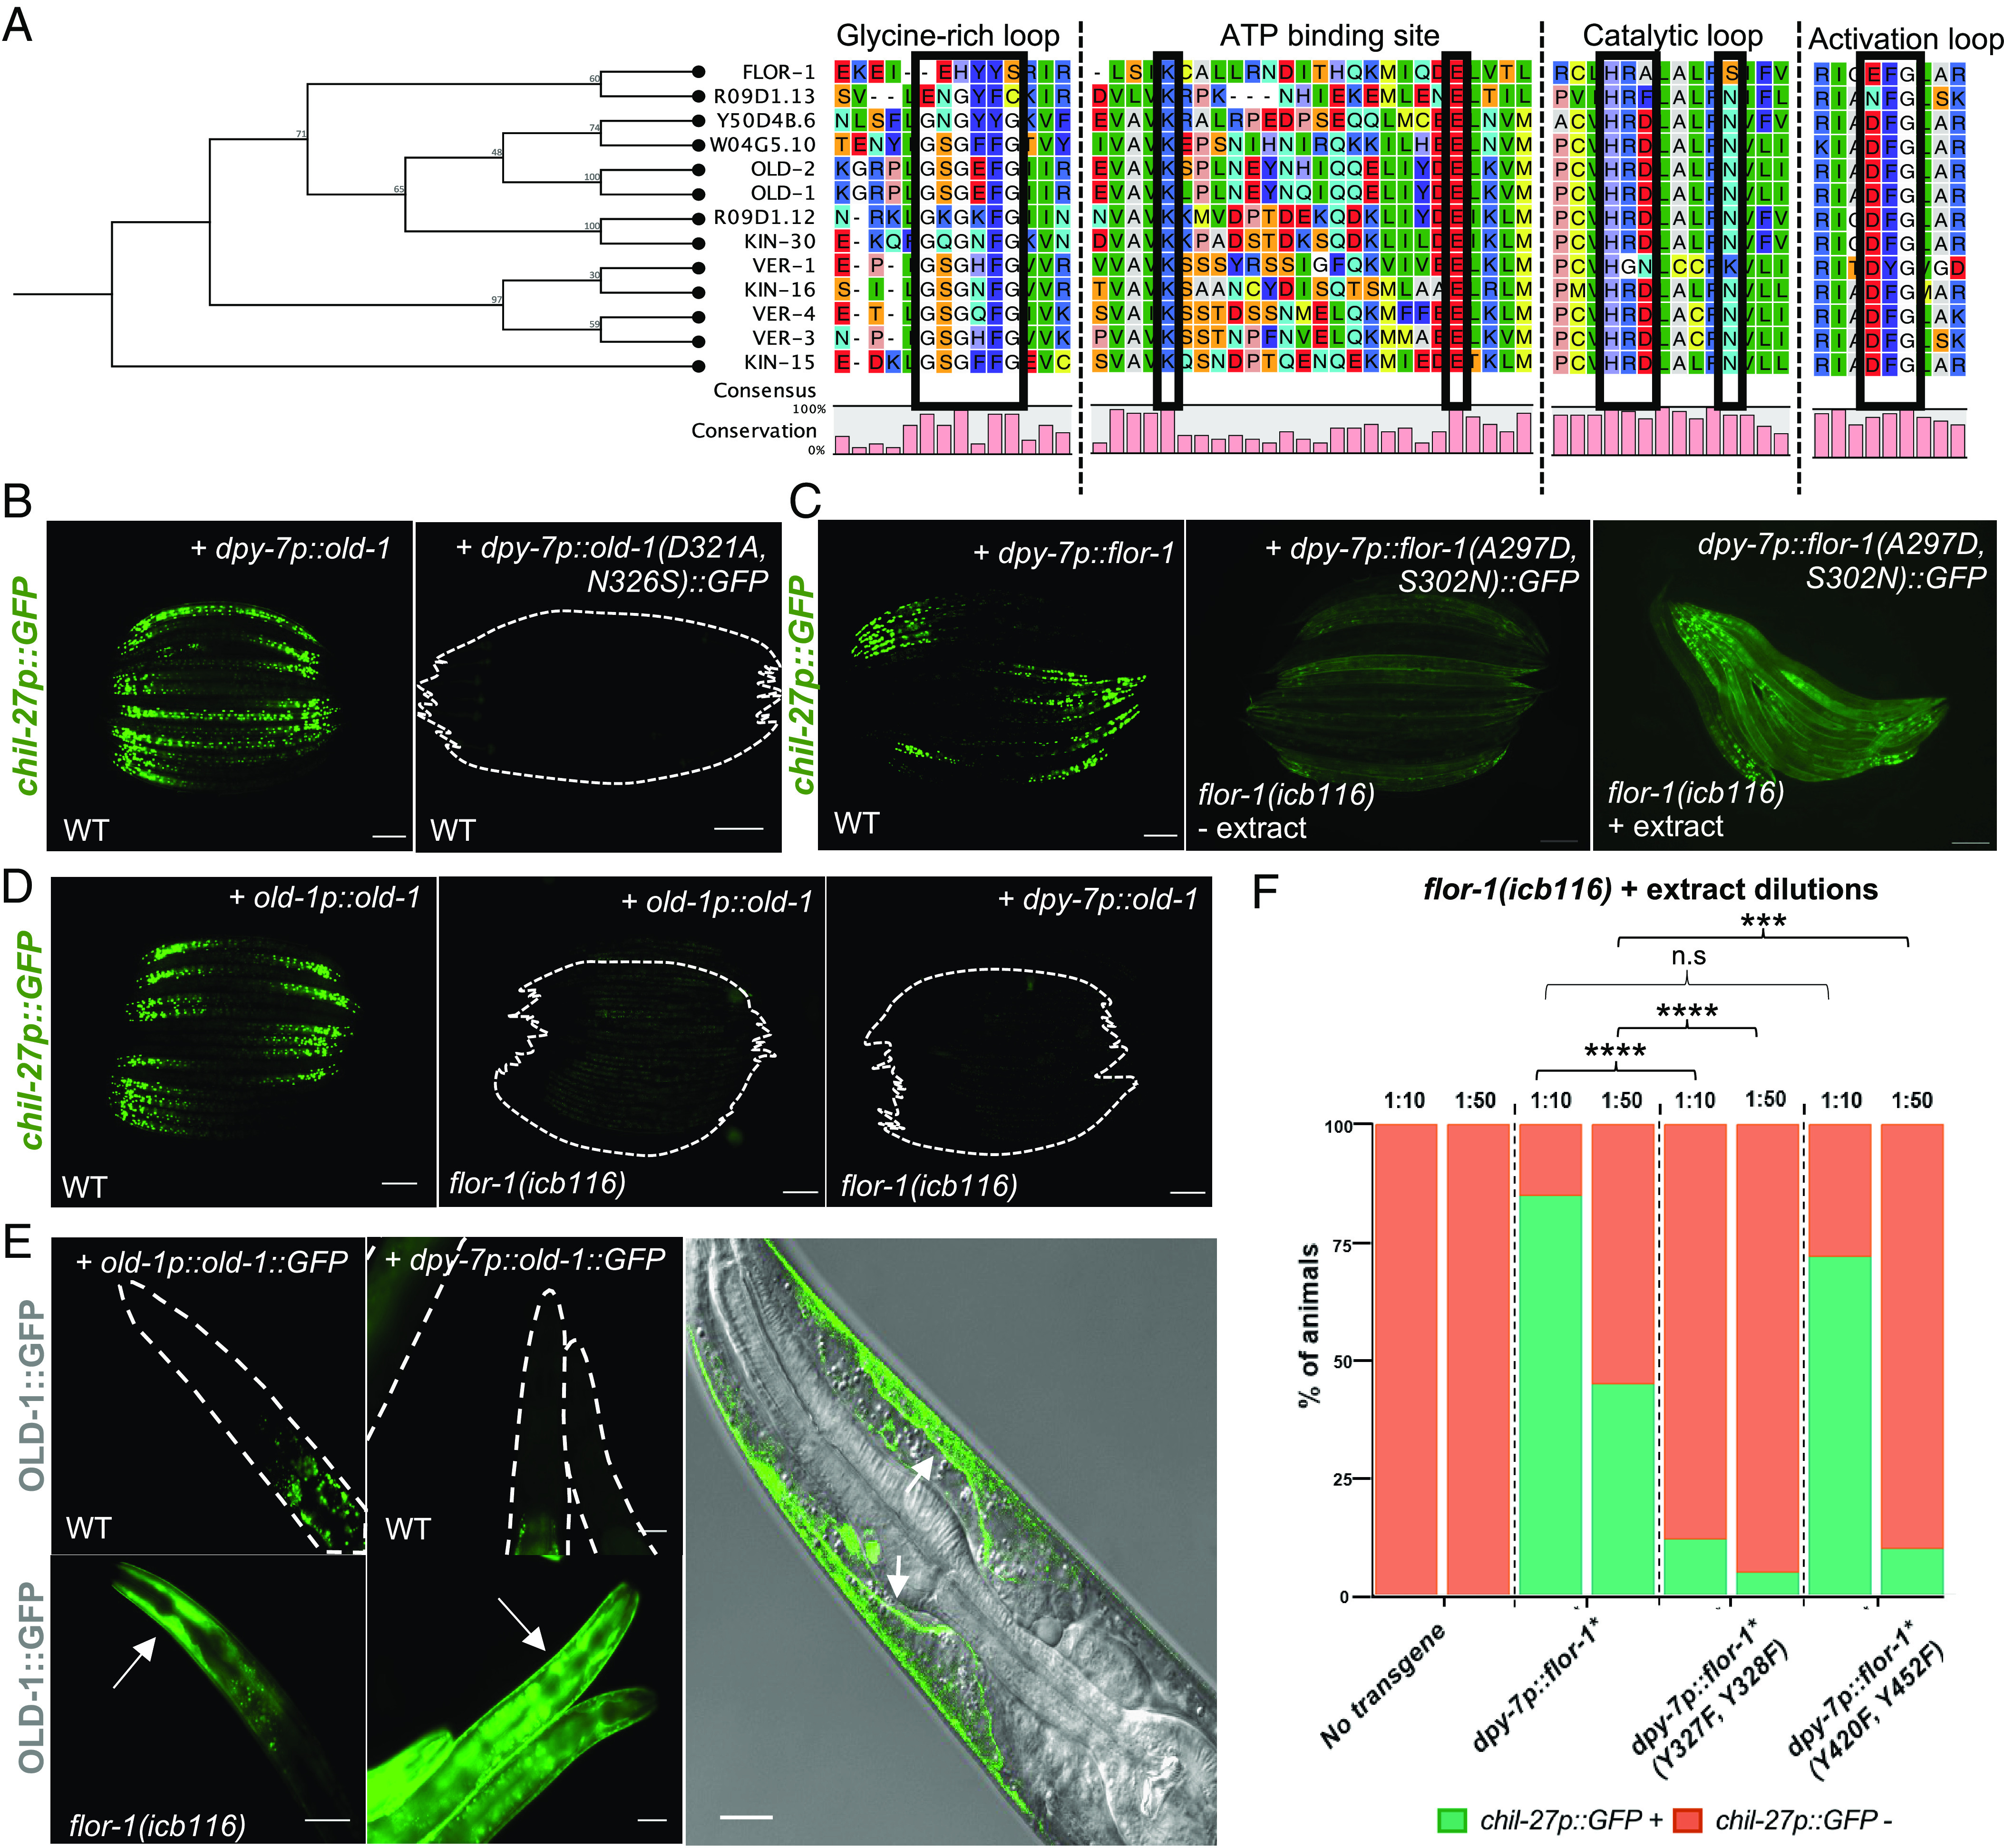
OLD-1 and FLOR-1 form a kinase–pseudokinase pair in the epidermal membrane. (*A*) Phylogenetic tree of the KIN-16 family of receptor tyrosine kinases focusing on alignment of key regions within the kinase domain to illustrate that FLOR-1 lacks conserved kinase domain features. Bootstrap values are shown at nodes of the tree. Protein sequences were aligned, and phylogenetic tree was created using CLC Sequence Viewer (Qiagen). (*B*) OLD-1(D321A, N326S) is unable to induce *chil-27p::GFP* upon epidermal overexpression *(icbEx316)*. (*C*) FLOR-1(A297D, S302N) is unable to induce *chil-27p::GFP* seen upon epidermal overexpression *(icbEx426)* but can rescue the response to extract in *flor-1(icb116)* mutants. The weak background GFP signal in the second panel represents FLOR-1 expression which is distinct from *chil-27p::GFP*. (*D*) Constitutive activation of *chil-27p::GFP* upon overexpression of *old-1p::old-1 (icbEx433)* and *dpy-7p::old-1 (icbEx434)* requires FLOR-1. For *B*–*D*, n > 100 and Scale bar is 100 µm. (*E*) Expression of *OLD-1::GFP (icbEx414, icbEx436*) is increased in the absence of *flor-1* (n > 100 animals, Scale bar is 50 µm). Note that *old-1* is expressed at low levels so the OLD-1::GFP signal is not visible in wild type under these imaging conditions (GFP signal represents autofluorescence from the intestine). Confocal image on the right shows that OLD-1::GFP localizes normally at the membrane of the epidermis in the head (white arrows) in *flor-1(icb116)* mutants. (Scale bar is 10 µm.) (*F*) Response to extract dilutions (1:10 & 1:50) quantified in *flor-1(icb116)* mutants overexpressing different mutant forms of phosphorylation sites in *flor-1* in the hypodermis (n = 50 per strain, ****P < 0.0001, ***P < 0.001 with chi-square test). Phosphorylation mutants were created in *flor-1* sequence which was already carrying A297D and S320N mutations (flor-1*).

Next, we sought to determine the relationship between the two RTKs. To this end, we expressed *old-1* both under its endogenous promoter and under the epidermal-specific *dpy-7* promoter in a *flor-1(icb116)* mutant background. In both cases, the constitutive expression of *chil-27p::GFP* was no longer observed (Fig. 3*D*), suggesting that FLOR-1 is required for OLD-1-mediated signaling. To determine the expression and localization of OLD-1 in the absence of *flor-1*, we expressed OLD-1::GFP in a *flor-1(icb116)* mutant. The expression of OLD-1 was generally low, even upon transgene overexpression at high concentrations as part of multicopy arrays using strong epidermal promoters (*dpy-7p*) (*SI Appendix*, Fig. S6*A*). Low OLD-1 levels are likely to reflect proteasomal regulation because treatment with the proteasome inhibitor bortezomib (BTZ) led to an increase in OLD-1 abundance (*SI Appendix*, Fig. S6 *A* and *B*). Surprisingly, in *flor-1(icb116)* mutants, we saw high levels of GFP expression with correct membrane localization in the anterior epidermis when OLD-1 was expressed under its endogenous promoter (*old-1p::old-1::GFP*), and expression throughout the epidermis when OLD-1 was expressed under an epidermis-specific promoter (*dpy-7p::old-1::GFP)* (Fig. 3*E*). Furthermore, an independent ethyl methansulfonate (EMS) suppressor screen performed on animals constitutively expressing OLD-1::GFP *(icbIs22)* identified five further alleles of *flor-1* fully suppressing the constitutive activation of *chil-27p::GFP* while causing accumulation of OLD-1::GFP in the anterior epidermis (*SI Appendix*, Fig. S6*C*). These results substantiate the requirement of FLOR-1 for regulating the downstream signaling pathway and OLD-1 levels at the epidermal membrane.

Given that FLOR-1 appeared to act downstream of OLD-1, we next asked whether OLD-1 could activate the downstream signaling pathway by phosphorylating FLOR-1. To answer this, we mutated specific tyrosine residues in FLOR-1 to phenylalanine and tested their ability to rescue *chil-27p::GFP* induction in *flor-1(icb116)* mutants upon oomycete extract treatment. We chose to mutate the two adjacent tyrosines near the activation loop (Y327 and Y328) and two tyrosines (Y420 and Y452) toward the C-terminal end of FLOR-1. The rationale here was that activation loop tyrosine residues have been previously shown to be important for the function of pseudokinases (28), and a *flor-1(icb126)* allele recovered from our OLD-1::GFP suppressor screen was predicted to produce a truncated protein lacking tyrosines Y420 and Y452. We used FLOR-1(A297D, S302N) as the template for mutagenesis to avoid inducing *chil-27p::GFP* constitutively. While FLOR-1 overexpression was strongly able to rescue *chil-27p::GFP* induction in *flor-1(icb116)* upon extract treatment, the response obtained with FLOR-1(Y327F, Y328F) and to a lesser extent with FLOR-1 (Y420F, Y452F) was significantly reduced (Fig. 3*G*). These results suggest that OLD-1-mediated phosphorylation of multiple FLOR-1 tyrosine residues is likely to be required for the activation of downstream signaling pathway, with the phosphorylation of tyrosine residues near the activation loop being more critical than the others.

### The Transcription Factor VAB-3 Regulates *old-1* to Activate the ORR.

One of the recovered mutations suppressing the *old-1* overexpression phenotype involved a substitution (R269Q in *icb127*) within the homeodomain (HD) of the transcription factor VAB-3. VAB-3 is the *C. elegans* PAX6 homolog and is well studied for its role in head morphogenesis and cell fate specification in anterior epidermal cells (29, 30). The *vab-3(icb127)* mutation caused loss of constitutive *chil-27p::GFP* expression upon *old-1* overexpression as well as loss of *chil-27p::GFP* induction upon exposure to the oomycete extract (Fig. 4*A*). Rescue with a wild-type copy of *vab-3* restored constitutive *chil-27p::GFP* expression upon *old-1* overexpression in *vab-3(icb127)* (Fig. 4*A*). To confirm that *icb127* is a new allele of *vab-3*, we also tested *vab-3(ju468)* strong loss-of-function mutants carrying a nonsense mutation (Q262STOP) within the HD of the protein (Fig. 4*A*). We found that the *vab-3(ju468)* mutation suppressed *chil-27p::GFP* induction both upon overexpression of *old-1* and extract treatment (Fig. 4*B*). Consequently, *vab-3(ju468)* mutants were found to be hypersusceptible to *M. humicola* (Fig. 4*C*). These results suggest that *vab-3* is a key regulator of the response to oomycete recognition.

**Fig. 4.**
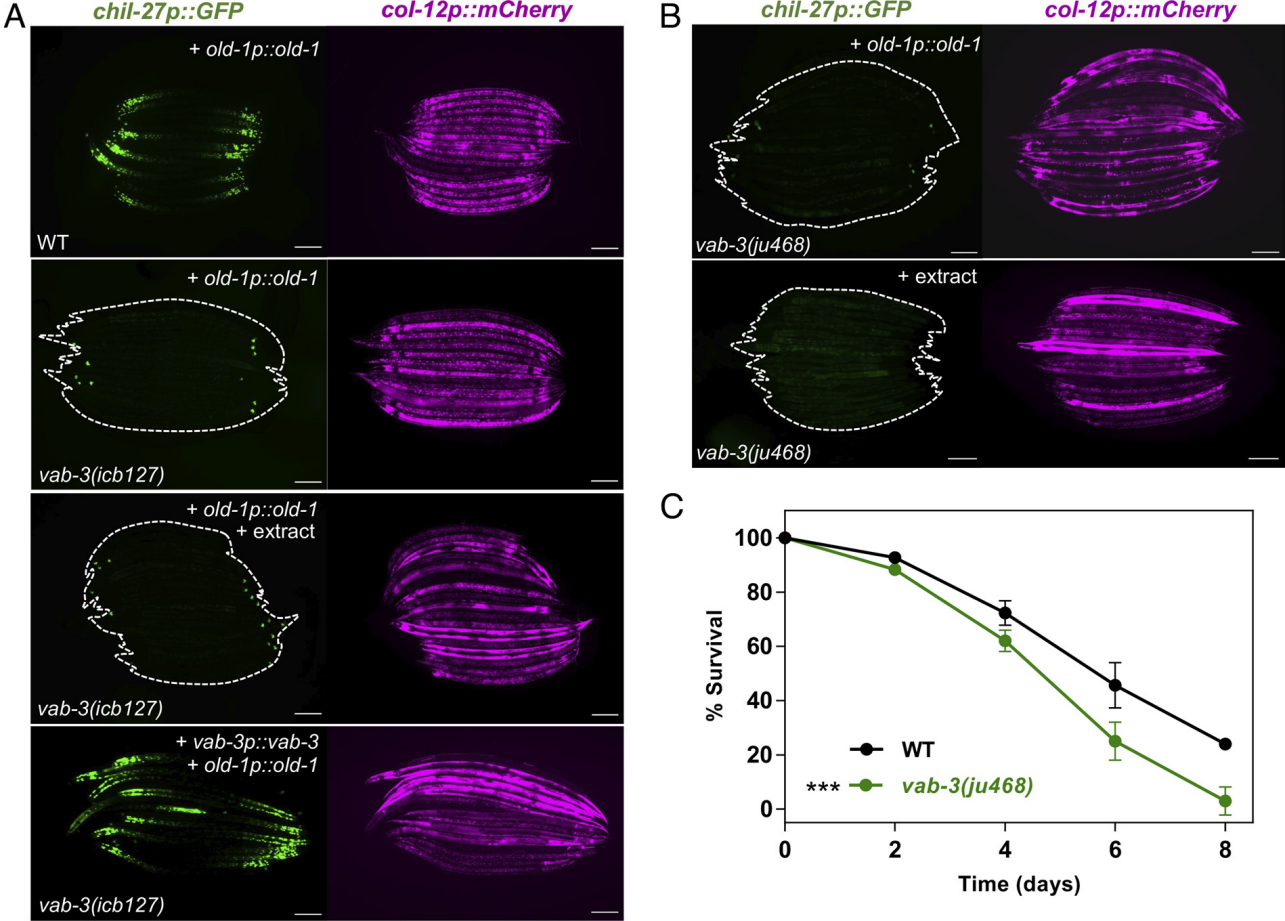
PAX-6 homolog VAB-3 regulates activation of ORR. (*A*) A mutation in *vab-3(icb127)* inhibits constitutive activation of *chil-27p::GFP* and induction of *chil-27p::GFP* in response to *M. humicola* extract. Constitutive expression of *chil-27p::GFP* was restored in *vab-3(icb127)* carrying an *old-1p::old-1* transgene by overexpressing a *vab-3* containing fosmid (WRM0640cC05). (*B*) *vab-3(ju468)* mutant phenocopies loss of *chil-27p::GFP* induction upon extract treatment as well as upon *old-1* overexpression. (*C*) *vab-3(ju468)* mutants are hyper-susceptible to infection by *M. humicola* (n = 90 per condition, representative graph of three repeats shown) ***P < 0.001 Log-Rank test.

Besides the HD, PAX6 isoforms can include an additional DNA binding domain, known as the paired domain (PD), and there is evidence that isoforms with or without the PD can have separable expression and functions (31). As *icb127* and *ju468* mutations map within the HD, they affect all isoforms of the protein. To test whether *chil-27p::GFP* induction is influenced by VAB-3 specifically through the HD, we tested another previously described *vab-3* allele (*wz25*) that involves a substitution (G52R) in the PD leaving a functional HD. We found that *vab-3(wz25)* mutants show normal induction of *chil-27p::GFP* upon exposure to oomycete extract (*SI Appendix*, Fig. S7). This suggests that activation of the ORR is dependent on the HD of VAB-3.

To investigate the expression pattern of *vab-3,* we used smFISH and found localization of *vab-3* mRNAs in the anterior epidermis, as expected based on previous reports (29) (*SI Appendix*, Fig. S8). Notably, the *vab-3* expression pattern is reminiscent of *old-1* expression (*SI Appendix*, Fig. S8); therefore, we asked whether VAB-3 function is required in the epidermis for activation of the ORR and whether the role of VAB-3 might involve regulation of *old-1* or *flor-1* expression. We performed epidermis-specific RNAi of *vab-3* and found significant reduction in expression of *chil-27p::GFP* upon extract treatment (Fig. 5*A*). Using smFISH and qRT-PCR, we found a significant reduction of *old-1* expression in *vab-3(ju468)*, while *vab-3(wz25)* animals showed comparable *old-1* levels to wild type (Fig. 5*B* and *SI Appendix*, Fig. S9). Instead, *flor-1* levels remained unchanged in all *vab-3* mutants (Fig. 5*B* and *SI Appendix*, Fig. S9). Furthermore, we overexpressed *old-1* in *vab-3(icb127)* under an epidermis-specific *dpy-7* promoter to circumvent the potential requirement for VAB-3 regulation and found that the *vab-3* mutation no longer suppressed the constitutive *chil-27p::GFP* expression (Fig. 5*C*). Taken together, these results suggest that VAB-3 regulates *chil-27* induction through *old-1* expression.

**Fig. 5.**
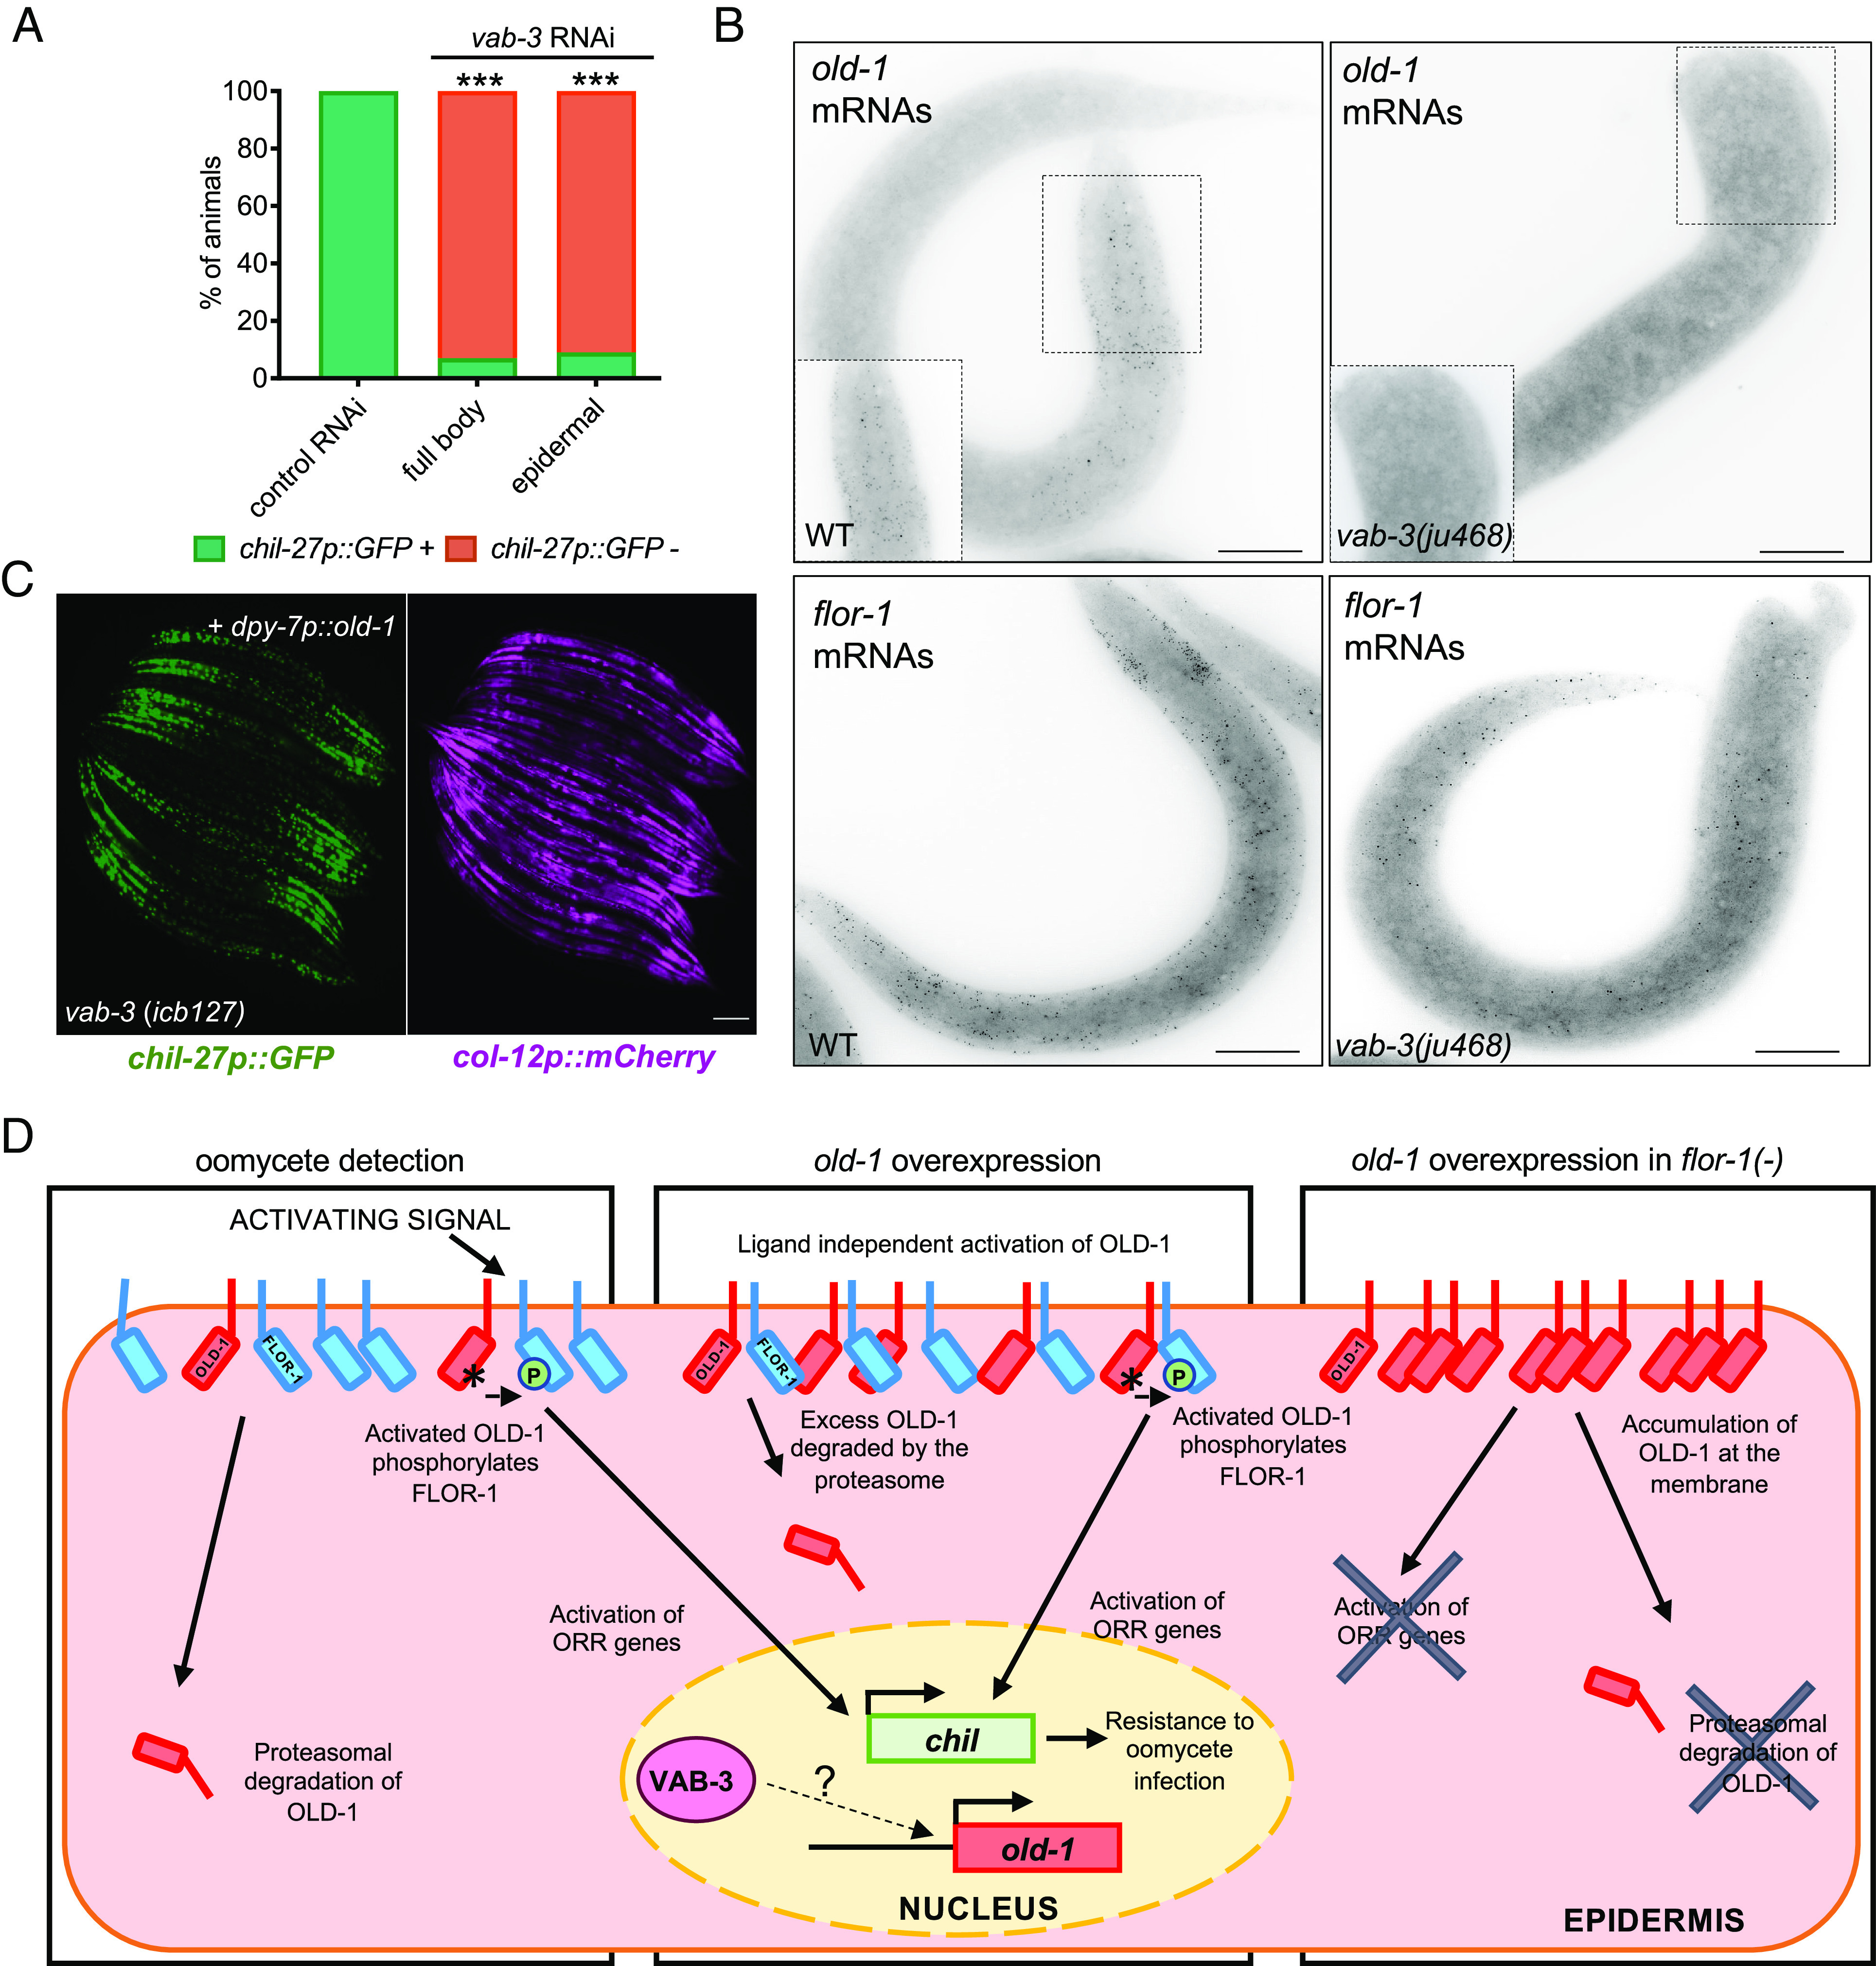
VAB-3 regulates *old-1* expression. (*A*) Epidermal-specific RNAi knock-down of *vab-3* expression is sufficient to reduce response to *M. humicola* extract to the same level as whole-body RNAi knock-down, n > 50 animals for each treatment. Stars represent significance with a chi-square test, ***P < 0.001. (*B*) smFISH for *old-1* and *flor-1* expression in WT animals and *vab-3* mutants. Scale bar is 10 µm, n = 15. (*C*) Constitutive activation of *chil-27p::GFP* is observed in *vab-3(icb127)* upon overexpression of *dpy-7p::old-1*, n > 100 animals and Scale bar is 100 µm. (*D*) Schematic model of the proposed interaction between OLD-1 and FLOR-1 upon oomycete detection, *old-1* overexpression and in a *flor-1(-)* mutant background. FLOR-1 is both required to facilitate signaling of the oomycete recognition response possibly through phosphorylation by OLD-1 and for regulating availability of OLD-1 at the membrane. VAB-3 modulates *old-1* expression likely in an indirect manner (shown with question mark) and thus influences the activation of ORR.

Finally, we sought to determine whether VAB-3 is able to directly regulate the transcription of *old-1*. We noticed that within the promoter sequence of *old-1*, there are predicted HD binding sites (TAAT(N_5_)ATTA) at −472 nucleotides upstream of the TSS (*SI Appendix*, Fig. S10). Such palindromic DNA sequences can be bound by the HD of PAX6 in vitro (32). We used CRISPR to delete the TAAT(N_5_)ATTA sequence in the *old-1* promoter but found no consequence on *old-1* expression and *chil-27p::GFP* induction upon exposure to extract (*SI Appendix*, Fig. S10). This suggests that VAB-3 is likely to regulate expression of *old-1* through another intermediate factor or binding to noncanonical regulatory elements.

To conclude, these results allow us to propose a model where OLD-1 is an epidermal RTK whose expression is influenced by VAB-3 and membrane localization regulated by another RTK family member FLOR-1. When OLD-1 is activated upon oomycete exposure or overexpression, it can likely phosphorylate FLOR-1 and trigger the activation of ORR and thus oomycete resistance (Fig. 5*D*).

## Discussion

Building upon our previous discovery of cross-tissue signaling in the oomycete recognition response in *C. elegans* (12), we present here two key regulators of this program, namely OLD-1 and FLOR-1. These are members of the KIN-16 family of receptor tyrosine kinases (18) and are necessary to drive the epidermal component of the defence response against oomycete infection. While *old-1* has been implicated in lifespan extension and stress resistance (33), there has been no previous link to immunity. We report that several members of this family, such as *kin-15*, *old-2, ver-1,* and *R09D1.12* are induced as part of the ORR, however, both *old-1* and *flor-1* expression is not induced upon infection, so these new regulators could not have been identified through transcriptomic profiling. This is similar to what has been described for other gene families and immune programmes like the *pals* genes and IPR, where some *pals* genes are part of the IPR, while other *pals* family members regulate the induction of IPR (34). It is also interesting that the *old-1* locus as well as several other members of the KIN-16 family, such as *kin-15, kin-16, R09D1.12, old-2,* and *R09D1.13,* are located within the previously identified *chil* gene clusters on chromosome II (8). 

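Among the KIN-16 family genes, extract raised *kin-15* from 9.46 ± 2.8 to 20.8 ± 1.16 CPM, *ver-1* from 0.0629 ± 0.0568 to 15.6 ± 3.19 CPM and *R09D1.12* from 0.447 ± 0.14 to 38.3 ± 3.72 CPM in N2 (SD, n = 3 each). *old-2* had 176 counts with extract and none without, and was at least 58.2-fold higher. *kin-16*, which is not among the 50 ORR genes, had a log2 fold change of 0.74 (standard error 0.16, adjusted p = 0.002 from edgeR's quasi-likelihood test), and *R09D1.13* had 18 counts against none. *old-1* stood at 3.17 ± 0.459 CPM with extract and 2.24 ± 0.793 CPM without (log2 fold change 0.49, standard error 0.26, adjusted p = 0.152), and *flor-1* at 46.4 ± 9.15 and 37.2 ± 10.2 CPM (SD, n = 3 each, 0.32, standard error 0.17, adjusted p = 0.145). Neither passed the test. These libraries were exposed to extract and not to a live infection. *vab-3*, the *C. elegans* PAX6 gene, was higher with extract, with a log2 fold change of 0.38 (standard error 0.12, adjusted p = 0.0159).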

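On chromosome II of WBcel235, *kin-15* (from 9431383) and *chil-27* (to 9479696) bound a region with *kin-16*, *R09D1.13* and *R09D1.12* among the *chil* genes. *chil-9* (from 9843258) and *chil-2* (to 9874608) bound another, with *old-2* and *old-1* (9866464 to 9868747). With extract in N2, *kin-15*, *kin-16*, *R09D1.13* and *R09D1.12* rose in the first region together with *chil-13*, *chil-17*, *chil-18*, *chil-25*, *chil-26* and *chil-27*, while *chil-19* fell. *chil-17* had a log2 fold change of 5.51 and *chil-25* one of 2.32. *chil-21*, *chil-22* and *chil-23* did not pass the test, and *chil-15* and *chil-16* had too few counts to be tested. In the second region *old-2*, *chil-9*, *chil-4*, *chil-6*, *chil-5*, *chil-3*, *chil-1*, *chil-7* and *chil-8* rose, with *chil-4* at 2.95 and *chil-8* at 3.35, and *old-1* and *chil-2* did not pass the test. *chil-24*, which lies apart from both at 3129162, was higher by 1.15 on the log2 scale.

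**Figure D4:**
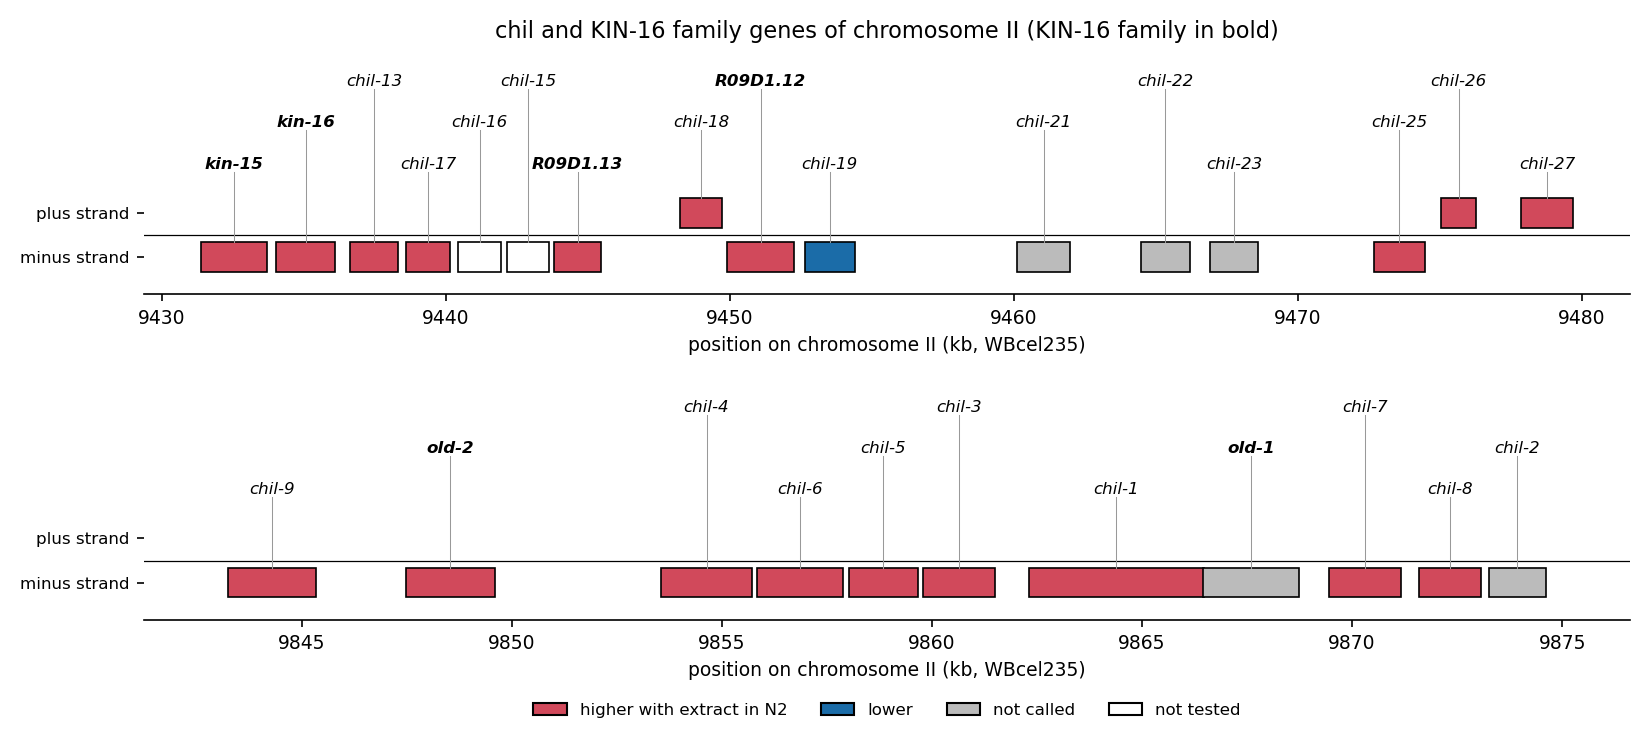
Both regions of chromosome II with their chil and KIN-16 family genes, drawn to scale by position in kb and by strand, with KIN-16 family names in bold. Color gives the call with extract in N2, red for higher, blue for lower, grey for not called and white for not tested. chil-19 is lower and old-1 is not called.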

Genomic clustering of *C. elegans* immune response genes has been previously reported in other contexts, for example, with regard to genes induced in response to *Microbacterium nematophilum* (35), the *nlp* and *cnc* gene clusters up-regulated in response to the fungus *Drechmeria coniospora* (36), or the *pals* gene clusters containing multiple *pals* members (34). As *old-1* regulates *chil* gene expression to antagonize infection by *M. humicola,* our study highlights that the close proximity between KIN-16 family members and *chil* genes might be indicative of a cluster of resistance genes acting in the same signaling pathway underlying oomycete-specific immunity.

Alignment of all members of the KIN-16 family revealed that FLOR-1 contains key amino acid changes in highly conserved regions that are expected to be required for full kinase activity. Further, 10% of human RTKs are thought to be missing at least one conserved, catalytically important residue and are thus classified as putative pseudokinases (26). First, the glycine loop with the consensus sequence GxGxxG, which plays a role in phosphate binding, is missing in FLOR-1. Substitution of the first two glycines is thought to distort the ATP binding site (27). Second, the catalytic loop of RTKs contains two conserved residues—the aspartate in the HRD motif is thought to function as the catalytic base for phosphorylation and an asparagine is required for metal ion binding for catalysis (27). FLOR-1 does not have either of these conserved amino acids. Third, the VAIK motif coordinates the co-factor ATP, anchoring and orienting the ATP and forming a salt bridge with E91 (37). Although the K/E residues are present in FLOR-1, the motif differs from the consensus in the family (LSIK vs. VAVK) and may hinder ATP binding. Finally, the DFG (Aspartate, Phenylalanine, Glycine) motif of the activation loop has also diverged from the consensus in the family—the aspartate is thought to be one of the most critical amino acids for active kinase function as it is required for divalent cation binding required for catalysis (27). FLOR-1 does not have the conserved aspartate in this motif, instead, it has glutamate, a substitution that is sufficient to inactivate phospho-transfer in kinases (38–40). In summary, while a single change in any of these conserved motifs is usually sufficient for putative classification as a pseudokinase, FLOR-1 has changes in at least four out of these six critical amino acids. Nevertheless, FLOR-1 is functional and biologically important because it is required for immune signaling upon oomycete recognition acting downstream of the OLD-1 receptor tyrosine kinase.

The identification of FLOR-1 playing a role in oomycete resistance expands the repertoire of known pseudokinases associated with immune signaling in *C. elegans*. For example, the putative pseudokinase *nipi-3* acts as a negative regulator of the transcription factor *cebp-1* and a positive regulator of *skn-1* in the intestinal immune response against *Pseudomonas aeruginosa* (41, 42). *nipi-3* is also necessary for the *D. coniospora*-specific upregulation of *nlp-29* that triggers the p38-signaling cascade (6). *nipi-3* is part of the Tribbles pseudokinase family and is thought to have lost the active kinase function, acting instead as a scaffold or adaptor protein involved in the assembly or regulation of signaling components (43). Part of the same family, *nipi-4* is a pseudokinase also involved in the positive regulation of *nlp* genes upon *D. coniospora* infection, in addition to controlling the constitutive expression of antimicrobial *cnc* peptides that are regulated by the TGF-β pathway (44).

It is thought that some pseudokinases, despite their unusual sequence features, may still be able to catalyze phosphotransfer albeit to a more limited extent (27, 37, 45). For example, HER3 (human epidermal growth factor receptor 3, also known as ErbB3) is an example of a low-activity kinase. It is one of four members of the human epidermal growth factor receptor tyrosine kinase family but stands out as the only member to have changes in the conserved ATP binding region (46). This family is well studied due to its implication in tumorigenesis and is also a target for several anticancer drugs (47). HER3 lacks the glutamate in the ATP binding region (substituted for a histidine) and replaces the aspartate in the HRD motif of the catalytic loop with an asparagine, leading to the initial hypothesis that HER3 may be catalytically inactive (48). However, follow-up studies have shown that HER3 is in fact able to bind ATP and is capable of trans-autophosphorylation (49, 50). Interestingly, this activity is much lower than other HER proteins and is dependent upon its active kinase partner, HER2 (49, 51). The weak kinase activity within a HER2/HER3 heterodimer regulates the active kinase partner, which then uses its increased kinase capabilities to phosphorylate substrates (49). While we cannot rule out that FLOR-1 may have some weak kinase activity, it appears that it is phosphorylated downstream of OLD-1. Therefore, FLOR-1 is more likely to serve as a scaffold for the assembly of signaling proteins leading to activation of the ORR. Phosphoproteomic-based identification of OLD-1 targets, together with further genetic and RNAi screens, can help elucidate in the future the tissue-specific signaling network involved downstream of OLD-1/FLOR-1 in response to oomycete recognition in *C. elegans*.

Our study also provides evidence for a link between the homeobox transcription factor VAB-3/PAX6 and the regulation of immune signaling in *C. elegans*. PAX6 is a highly conserved transcription factor, critical for its role in visual system development, and mutations in PAX6 are known to be associated with a wide array of symptoms, most notably congenital eye malformations (52, 53). Other Hox genes have been previously shown to modulate immune responses in *C. elegans* (54, 55). An intestinal homeobox gene in *Drosophila* has been shown to repress nuclear factor kappa B-dependent antimicrobial peptide expression (56). Our results suggest that a conserved developmental regulator of anterior epidermal morphogenesis also regulates the expression of a key component required for the oomycete recognition response, thereby shaping the spatial pattern of immune signaling activation. It is of note that the *vab-3* and *old-1* expression gradient from the anterior epidermis to the posterior body can readily explain the characteristic gradient of *chil-27* induction upon pathogen recognition. While our results suggest that the VAB-3-mediated regulation of *old-1* expression may not be direct, it is more likely to rely on intermediate factors rather than be a consequence of broader changes in epidermal cell identity because other epidermal genes, such as *flor-1* and *col-12,* are expressed normally in *vab-3* mutants lacking *old-1* expression. It would be interesting to explore in the future whether PAX6 is required for shaping immune responses to infection by oomycetes or other natural pathogens in different animal contexts.

## Methods

### *C. elegans* and *M. humicola* Maintenance.

All *C. elegans* strains (listed in *SI Appendix*, Table S1) were cultured and maintained on NGM plates seeded with *Escherichia coli* OP50 under standard conditions (57). *M. humicola* was maintained by chunking infected worms onto fresh NGM plates and supplementing with fresh N2. For use in experiments, dead animals filled with sporangia were picked and transferred to the *E. coli* lawn of fresh NGM plates.

### EMS Mutagenesis.

Animals carrying the *chil-27p::GFP* reporter (*icbIs5)* were mutagenized using the chemical mutagen ethyl methanesulfonate (Sigma). L4 stage animals (P0) were incubated with 24 mM EMS in 4 mL M9, for 4 h. Worm pellets were washed 10 times with 15 mL M9 to remove residual EMS. F2s were treated with extract and animals no longer expressing the *chil-27p::GFP* reporter were selected. Similarly, for the *old-1p::old-1* suppressor screen, F2 animals no longer constitutively expressing *chil-27p::GFP* were selected. Around 60,000 and 20,000 haploid genomes were screened, respectively, to identify suppressor mutants. *old-1* and *flor-1* mutants were mapped by crossing to the polymorphic CB4856 strain, and progeny from 15 to 25 F2 recombinants was pooled in equal proportion to obtain genomic DNA for whole-genome sequencing of each independent mutant. Sequencing was performed by Novogene (Cambridge) and WGS data were analyzed using the CloudMap Hawaiian variant mapping pipeline to identify causative mutations (58, 59) and MIModD (https://mimodd.readthedocs.io/en/latest/index.html). In brief, variant allele frequency was mapped by first aligning the mutant genome sequence to N2 reference genome, followed by a comparison with single-nucleotide polymorphisms found in CB4856. Regions enriched for N2 were then analyzed for candidates, which were homozygous mutations not found in the CB4856 background.

### Infection and Induction Assays.

Infection assays were performed in triplicate at 20 °C on NGM plates seeded with 100 µL OP50. Five *M. humicola-*infected (dead) animals were added to the OP50 lawn of four plates and minimum of 20 L4s were transferred to each plate, meaning a minimum of 80 animals were used per biological repeat. Dead animals with visible sporangia were scored every 48 h, and live animals were transferred to a new NGM plate supplemented with an additional five *M. humicola-*infected (dead) animals. Dead animals without evidence of infection or missing animals were censored from the counts. The figures show representative graphs of three biological replicates with a minimum of 80 animals per biological replicate.

*M. humicola* extract was made and induction assays were performed as described previously (12). *M. humicola* extract was added to the OP50 lawn when *C. elegans* eggs were added to the plate or at L2 stage. The presence or absence of *chil-27p::GFP* was quantified at L4 or day-1 adult stage using a Zeiss Axio Zoom V16 microscope.

### RNA-Sequencing.

For all RNA-seq experiments, animals were synchronized via bleaching and collected in triplicate for RNA extraction at L4 stage. Where extract was used, 200 µL was added to the OP50 lawn 4 h before animal collection. Total RNA was extracted using TRIzol (Invitrogen) and transcriptome sequencing was completed by BGI (Hongkong) and Novogene (Cambridge). Kallisto (60) was used for alignments with the WS283 transcriptome from Wormbase. Count analysis was performed using Sleuth (61) along with a Wald Test to calculate log_2_fold changes. All RNAseq data files are publicly available from the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE220958.

### Microscopy.

Single-molecule FISH and image analysis was performed as described previously (62). In brief, embryos collected by treating gravid adults with a standard solution containing sodium hypochlorite were grown at 20 °C until L2 stage when they were fixed using 4% formaldehyde (Sigma-Aldrich) for 45 min and permeabilized with ethanol for at least 24 h. Samples were then hybridized with a probe for 16 h (probe sequences included in *SI Appendix*, Table S2). Imaging was performed using the 100× objective of a Nikon Ti-eclipse inverted microscope fitted with an iKon M DU-934 CCD camera (Andor) and operated via the Nikon NIS Elements Software. Spot quantification was performed using MATLAB. For quantification of smFISH signal using FIJI, Z-slices with visible mRNAs were max-projected to give a single image. This image was then adjusted using an auto-threshold to binarize the image and a segmented line was drawn along the length of the animal. To calculate the fluorescent intensity along the length of the segmented line, the “plot profile” plugin was used. This analyzed fluorescent intensity per μm of animal length was then normalized into 100 bins. The curve was smoothed using Prism (GraphPad) to see the trend of expression across the length of the epidermis.

Confocal microscopy was performed on a Leica SP8 inverted confocal microscope with animals anesthetized using 10 mM sodium azide and mounted on a 2% agarose pad. Prior to FRET imaging, mixed-stage animals were fixed using 4% formaldehyde (Sigma-Aldrich) for 45 min and mounted on a 2% agarose pad. Where extract was used, 200 µL was added to the plate 24 h before fixation. Microscopy was performed using a Leica Stellaris 5 in Confocal mode to perform acceptor depletion FRET at 63× magnification. GFP and mScarlet expression were measured three times prior to bleaching using a 488-nm and 561.4-nm laser, respectively. mScarlet was then photobleached using the 561.4-nm laser, and GFP and mScarlet expression were measured three times post photobleaching. Change in fluorescent intensity was analyzed using FIJI macros developed by the Imperial College FILM facility.

### Molecular Cloning and Transgenesis.

For rescue of mutant phenotypes and initial overexpression of *old-1*, gene sequences were PCR amplified from N2 genomic DNA using primers old-1FullF and old-1FullR and injected at 20 ng/µL. *old-1::GFP* was PCR amplified from the fosmid CBGtg9050E024D (TransgeneOME) using primers old-1FullF and old-1FullR and injected at 50 ng/µL. For rescue of *flor-1(icb116)*, the full gene locus was amplified from genomic DNA using primers T01G5.1promF and T01G5.1FullR2 and injected at 20 ng/µL. *flor-1::flor-1::GFP* was PCR amplified from MBA998 using the primers T01G5.1promF and T01G5.1FullR2 and injected at 30 ng/µL. The *flor-1::flor-1::mScarlet* plasmid (pER6) was created using Gibson cloning into a pER4 *(wrmScarlet::unc-54 3′UTR)* backbone using primers T01G5.1promF and T01G5.1R_pER2/4 to amplify the gene locus and injected at 40 ng/µL.

All constructs expressed under the *dpy-7* promoter were inserted into plasmid pIR6 digested with FastDigest enzyme SmiI, using Gibson Cloning. The *dpy-7p::old-1* plasmid (pFD20) was created by amplifying *old-1* from gDNA using primers dpy-7old-1gibsonfwd and dpy-7old-1gibsonrev. The *dpy-7p::old-1(D321A, N326S)::GFP* plasmid (pFD23) was created using a Site-Directed Mutagenesis Kit (Agilent) to introduce mutations into pFD21 using primers old-1kinasemutF and old-1kinasemutR. The *dpy-7p::flor-1::GFP* plasmid (pJS1) and the *dpy-7p::flor-1* plasmid (pJS2) were made using primers dpy-7T01G5.1gibF and T01G5.1unc-54 gibR to amplify *flor-1::GFP* and *flor-1* from MBA998 and gDNA, respectively. Site-directed mutagenesis was carried out on a *dpy-7p::flor-1::GFP* plasmid (pJS1) to introduce key OLD-1 catalytic residues back into FLOR-1. The resulting *dpy-7p::flor-1(A297D, S302N)::GFP* plasmid (pJS4) was made using primers T01G5.1 SDM F and T01G5.1 SDM R. To mutate specific tyrosines in FLOR-1, site-directed mutagenesis was carried out on the plasmid pJS4. Residues Y327 and Y328 in the FLOR-1 activation loop were mutated using primers FLOR-1 SDM AL F2 and FLOR-1 SDM AL R2 to generate the dpy-7p::flor-1*(Y327F, Y328F)::GFP plasmid (pJS6). Residue Y420 in FLOR-1 was mutated using primers T01G5.1 Y420 SDM F and T01G5.1 Y420 SDM R. Residue Y452 in FLOR-1 was subsequently mutated using primers T01G5.1 Y452 SDM F and T01G5.1 Y452 SDM R to generate the dpy-7p::flor-1*(Y420F, Y452F)::GFP plasmid (pJS7). All constructs under the *dpy-7* promoter were injected at 5 ng/µL. Mutants carrying the *icb127* allele were rescued using injection with fosmid WRM0640cC05 (Source BioScience) at 10 ng/µL.

The coinjection markers used for transgenesis included a plasmid for hygromycin selection pDNRHyg (*rps-0p::hygB:unc-54*) (8), pRJM163 (*bus-1p::GFP*) (gift from the McMullan lab), and pWD47 (*myo-2p::DsRed)* (63) along with pBJ36 (64) as carrier DNA. The genotypes of all strains generated and sequences of all the oligos used can be found in *SI Appendix*, Table S2.

### CRISPR-Mediated Genome Editing.

The endogenous copy of *flor-1* was tagged with codon optimized GFP (GFPo) at the C-terminus using a CRISPR/Cas-9 GFP approach. GFPo was amplified from plasmid pDK57 using two sets of primers: GFPoATG-F and GFPoSTOP-R and T01G5.1Frep and T01G5.1Rrep, which carry 120 bp homology either side of the Cas-9 cut site. Equimolar quantities of these two PCR products were melted and reannealed to create a repair template with a single-stranded homology on each arm. The repair template was injected at 0.11 ng/µL into wild-type animals along with 0.25 ng/µL protein Cas-9 (IDT), 0.02 ng/µL tracrRNA (IDT), 0.02 ng/µL crRNA (IDT), and 40 ng/µL *rol-6 (su1006)* (65). Roller animals were selected and genotyped using primers T01G5.1fwd and GFPoSTOPR. The repair template introduced three synonymous changes at the end of the *flor-1* coding sequence to prevent cutting by Cas9. Similarly, to delete the Hox binding site in *old-1* promoter, N2 animals were injected with 4.76 µM crRNA (target sequence TTTCATTAATTGACAATTAG) (RMDW0838, IDT), 0.5 µM tracrRNA (IDT), 5.5 µM ultramer *old-1* repair template along with 5 ng/µL of *myo-2p::DsRed*, and 0.25 ng/µL protein Cas-9 (IDT). Transgenic animals with red pharynx were picked and genotyped using primers old-1_CRISP_F and old-1_CRISP_R. Deletion of Hox binding site was confirmed by sequencing with the primer old-1 full F.

### RNAi.

RNAi experiments were performed using the feeding method. The RNAi clones for *old-1* and *vab-3* were obtained from the Ahringer Library (Source BioScience) and were confirmed by sequencing prior to use. The RNAi clone for *flor-1* was custom made using Gibson cloning. A 1,179 bp *flor-1* fragment was PCR amplified from WT genomic DNA using primers TT01G5.1RNAiF and TT01G5.1RNAiR. The fragment was then cloned using Gibson assembly into pL4440 (Addgene) plasmid and transformed into *E. coli* HT115. Expression of dsRNA was induced by the addition on 1 mM IPTG (Sigma) to NGM plates. Either 6 L4 stage animals were added to RNAi plates and their progeny at L4 stage was scored after 72 h at 20 °C or embryos were added directly to RNAi plates and scored for *chil-27p::GFP* induction 48 h later. Where extract was used, 200 µL was added 48 h before scoring. For epidermis-specific RNAi, *chil-27p::GFP* reporter was crossed into the previously described strain QK52 (66).

### BTZ Treatment.

L2 stage animals were treated with 20 µM of Bortezomib (Sigma-Aldrich) or dimethyl sulfoxide (DMSO) (vehicle control) for 24 h followed by imaging at 20× magnification on a compound microscope (Zeiss). The GFP signal in the head region of 20 randomly picked animals was quantified using FIJI and corrected total cell fluorescence (CTCF) was calculated. Student’s *t* test was used to assess statistical significance.

### qRT-PCR.

Mixed-staged animals with 4-h extract treatment or without were collected in TRIzol (Invitrogen) and RNA was extracted using isopropanol/ethanol precipitation. The quantity and quality of RNA were estimated by NanoDrop quantification (Thermo Scientific) and gel electrophoresis, respectively. cDNA was synthesized using Superscript IV (Invitrogen) with Oligo(dT) primers using 2 to 3 µg RNA as per the manufacturer’s instructions. Real-time PCR was performed using qPCR primer pairs listed in *SI Appendix*, Table S2 and LightCycler480 SYBR Green I Master (Roche) in a LightCycler480 instrument. Ct values were derived using the LightCycler480 software and second derivative maximum method. All experiments were performed in biological triplicates. The expression levels of *old-1*, *flor-1*, and *chil-27* were normalized with the values obtained for the reference gene *pmp-3.* The efficiency of each set of primers and calculation of levels of induction was calculated by the 2^−ΔΔCt^ method.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

## Data Availability

All study data are included in the article and/or *SI Appendix*. RNAseq files are publicly available from NCBI GEO database under accession number GSE220958 (67).

# Supplementary material for: A PAX6-regulated receptor tyrosine kinase pairs with a pseudokinase to activate immune defense upon oomycete recognition in Caenorhabditis elegans
**Source:** Proc Natl Acad Sci U S A. 2023 Sep 19;120(39):e2300587120. doi: 10.1073/pnas.2300587120
**Supplement:** Supplementary file 1 — Appendix 01

Supporting Information for

A PAX6-regulated receptor tyrosine kinase pairs with a pseudokinase to activate immune defense upon oomycete recognition in *C. elegans*

Florence Drury, Manish Grover, Mark Hintze, Jonathan Saunders, Michael K Fasseas, Charis Constantinou, and Michalis Barkoulas

This PDF file includes:

- Figures S1 to S10
- Tables S1 to S2
- Legends for Datasets S1 to S2

Other supporting materials for this manuscript include the following:

- Datasets S1 to S2

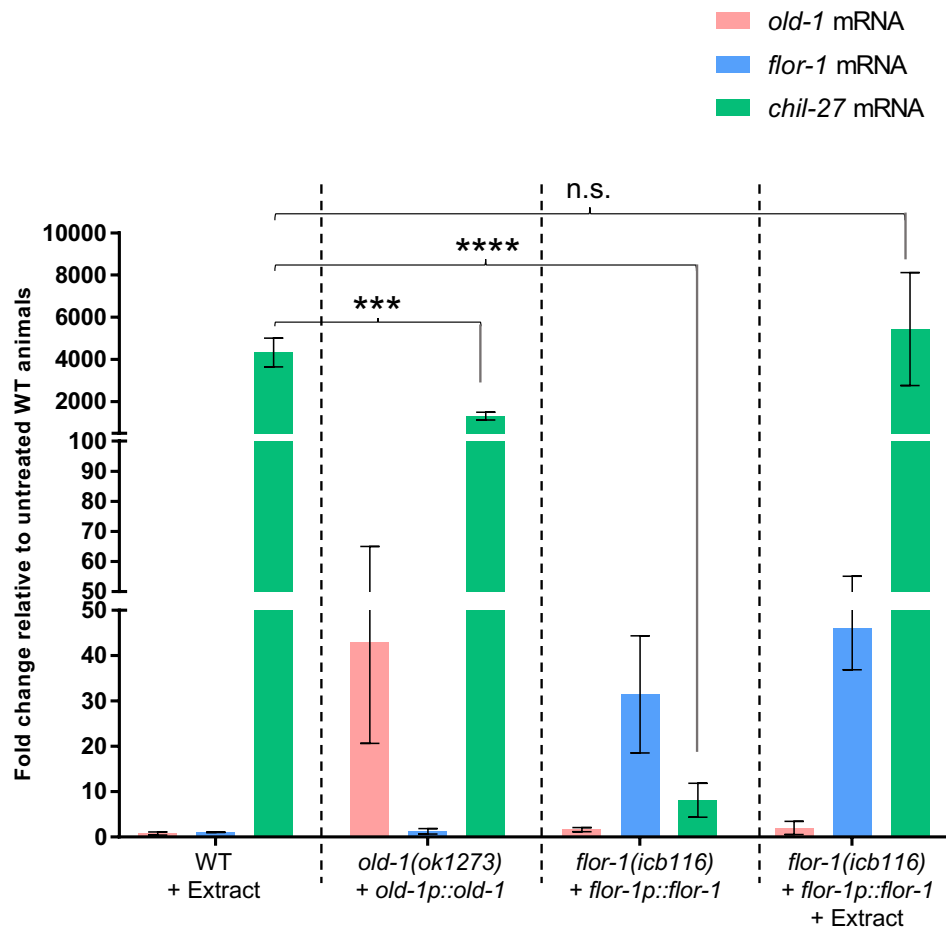

Fig. S1. Levels of *old-1*, *flor-1* and *chil-27* mRNA upon overexpression and extract treatment. RT-qPCR-based quantification of L4 stage animals under all conditions shown in Fig. 1 C and D. One-way ANOVA and Tukey's multiple comparison test was used to assess statistical significance; $p < 0.0001$ ****, $p < 0.001$ ***, $p < 0.01$ ** and $p < 0.05$ *.

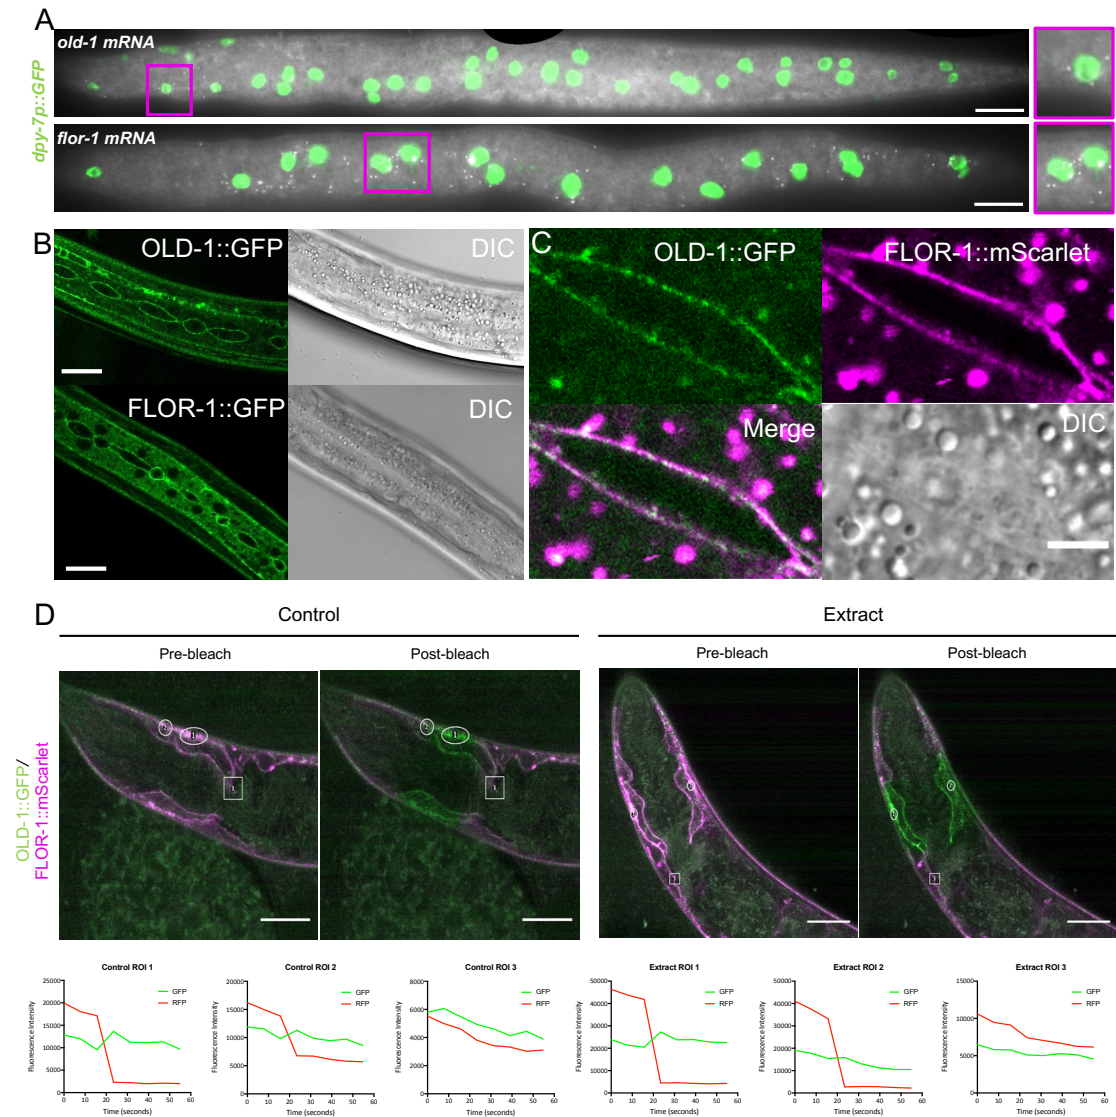

Fig. S2. OLD-1 and FLOR-1 are in close enough proximity to be interacting at the membrane of the epidermis. (A) Single epidermal sections of *old-1* and *flor-1* expression by smFISH showing signal surrounding the epidermal nuclei labelled with *dpy-7p::GFP::H2B* (zoomed-in image on the right). Scale bar is 10 μ m. (B) Confocal images of OLD-1::GFP and FLOR-1::GFP expression in an apical view of the lateral syncytium. Scale bar is 20 μ m. (C) OLD-1::GFP and FLOR-1::mScarlet (*icbEx364*) co-localise in the anterior epidermis. Close-up of an anterior seam cell, scale bar is 5 μ m. (D) Pre-bleach image shows co-localisation of OLD-1::GFP and FLOR-1::mScarlet in the anterior hypodermis. Yellow circle shows regions of interest (ROIs) targeted for photobleaching; yellow square shows control region outside of photobleached zone. Post-bleach image shows fluorescence expression after mScarlet has been photo bleached. Graphs show change in GFP

and mScarlet fluorescence intensity before and after photobleaching. An increase in GFP after mScarlet is bleached indicates that OLD-1::GFP and FLOR-1::mScarlet are within 10 nm of each other on the membrane and possibly interact. Note an increase in GFP expression after mScarlet is bleached both in the presence and absence of extract treatment. This increase is not seen in the negative control (ROI 3). Representative image and graphs, n > 10 per treatment, scale bar is 10 μ m.

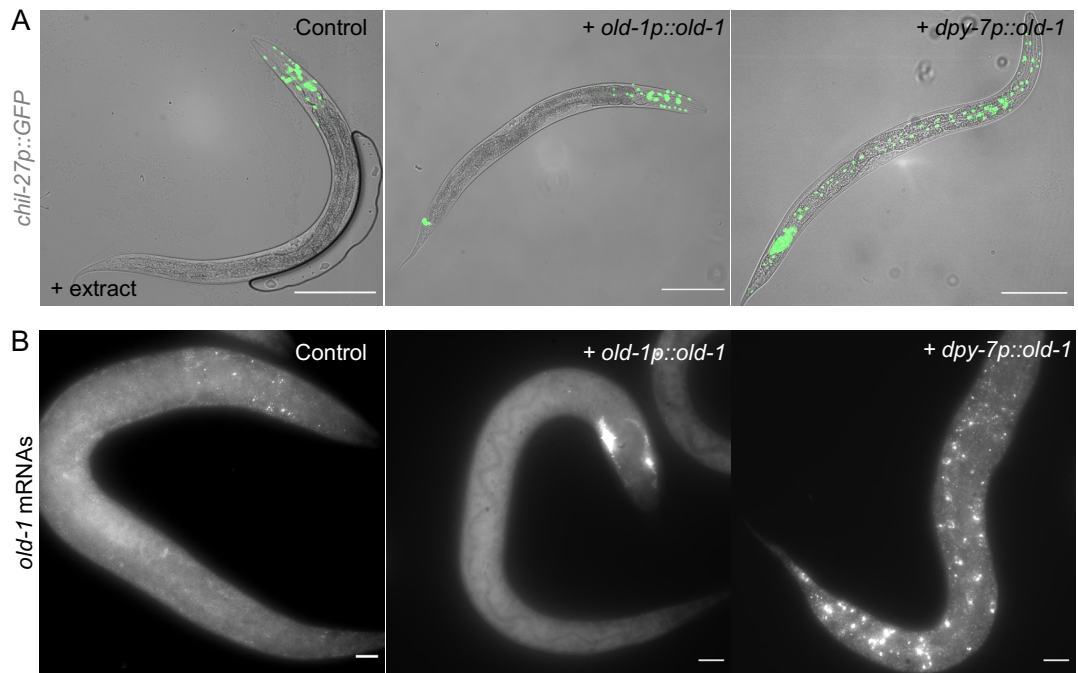

Fig. S3. *dpy-7p::old-1* overexpression causes expansion of *old-1* mRNA distribution throughout the epidermis. (A) The *chil-27p::GFP* transcriptional reporter is expressed in an anterior biased gradient upon extract treatment and *old-1p::old-1* overexpression (*icbIs22*). This signal expands throughout the epidermis in *dpy-7p::old-1* (*icbEx309*) animals. Scale bar is 100 μ m, $n > 100$, bright signal in the tail is due to the co-injection marker *bus-1p::GFP*. (B) In wild type animals, *old-1* mRNAs are expressed in the anterior at low levels. *old-1p::old-1* overexpression (*icbEx358*) leads to increased mRNA number in the anterior epidermis. *dpy-7p::old-1* overexpression (*icbEx359*) results in *old-1* mRNAs being present throughout the body. Scale bar is 10 μ m, $n > 15$.

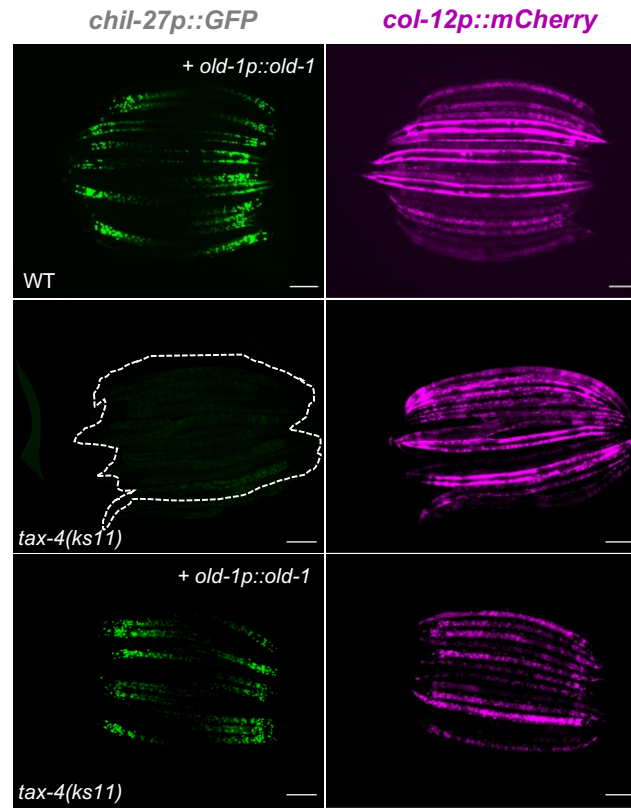

Fig. S4. *old-1* overexpression does not require TAX-4-dependent signalling for induction of *chil-27p::GFP*. Loss of *tax-4* function does not suppress the constitutive activation of *chil-27p::GFP* upon *old-1* overexpression (*icbEx424*), $n > 100$ animals, scale bar is 100 μm , presence of the *chil-27p::GFP* reporter is indicated by *col-12p::mCherry* also present in the same transgene.

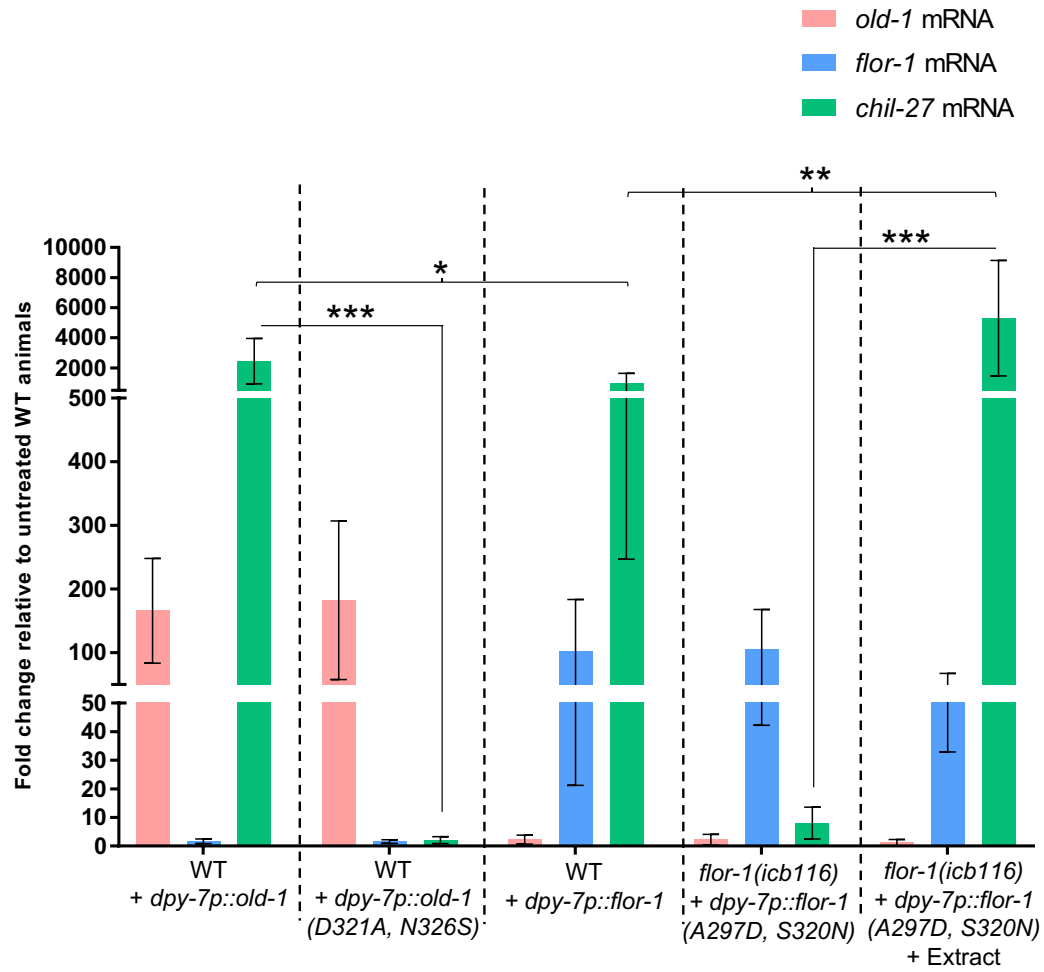

Fig. S5. Levels of *old-1*, *flor-1* and *chil-27* mRNA in animals epidermally overexpressing WT and mutated forms of *old-1* and *flor-1*. RT-qPCR based quantification of L4 stage animals under all conditions shown in Fig. 3 B and C. One-way ANOVA and Tukey's multiple comparison test was used to assess statistical significance; $p < 0.0001$ ****, $p < 0.001$ ***, $p < 0.01$ ** and $p < 0.05$ *.

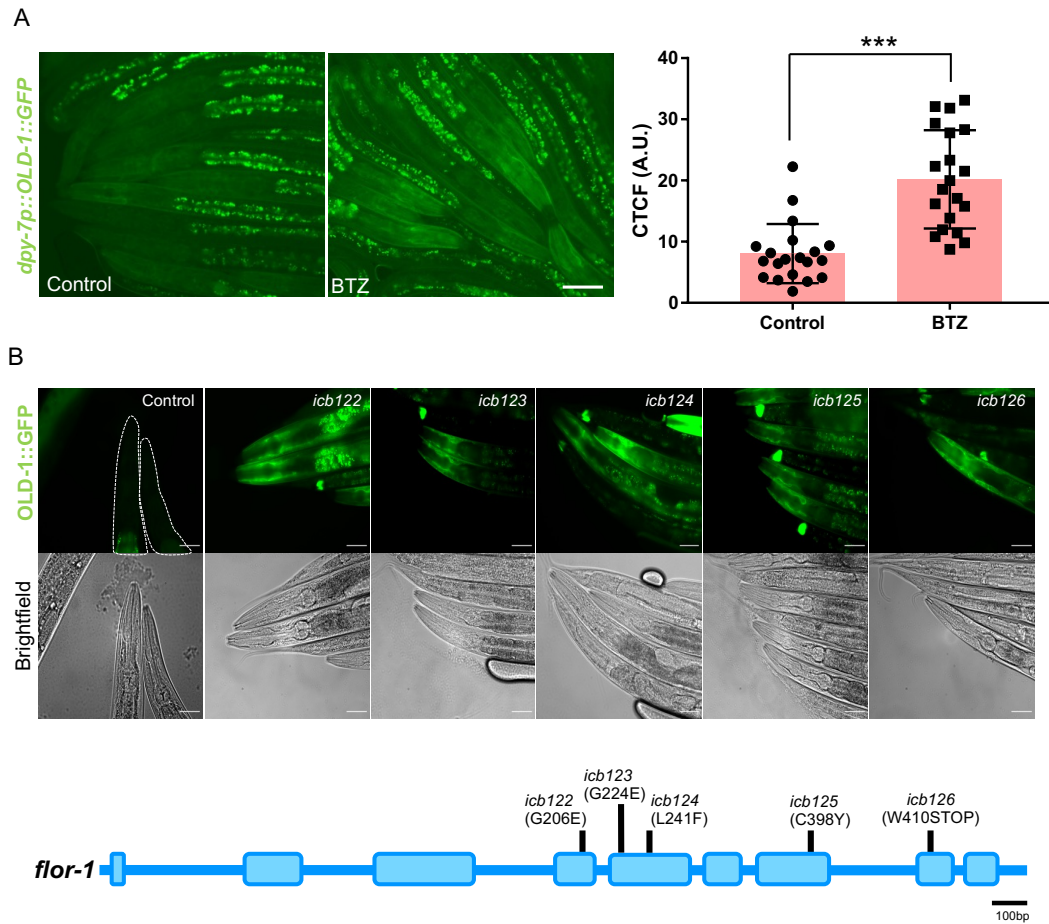

Fig. S6. Inhibition of the proteasome and loss of function of *flor-1* causes OLD-1 accumulation. (A) Animals carrying *dpy-7p::OLD-1::GFP* when treated with 20 μ M of Bortezomib (BTZ) for 24 hours at L2 stage, show increase in GFP expression (left), suggesting that OLD-1 is kept tightly regulated by the proteasome. Scale bar is 50 μ m. The GFP signal in the head region (shown by arrows) of 20 animals under control and BTZ-treated conditions was quantified using FIJI and Corrected Total Cell Fluorescence (A.U.) was plotted (right). Unpaired T-test was used to assess statistical significance, $p < 0.001^{***}$. (B) Five additional *flor-1* alleles identified in an EMS suppressor screen all showed an accumulation of OLD-1::GFP in the epidermis, indicative of negative regulation of OLD-1 levels by FLOR-1. Bright signal in the tail region corresponds to the co-injection marker *bus-1p::GFP*. Scale bar is 50 μ m.

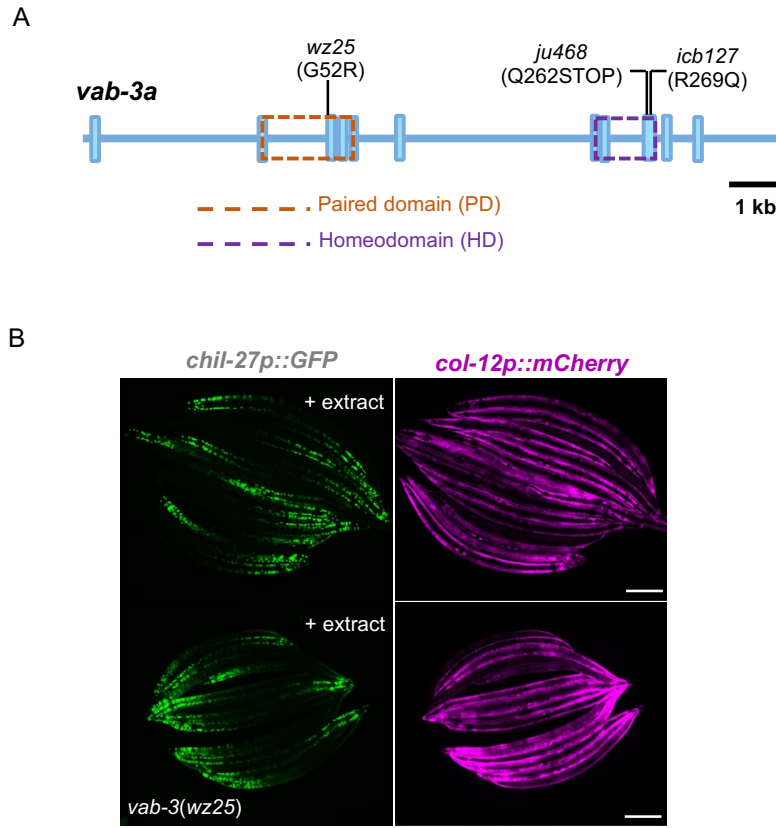

Fig. S7. VAB-3 regulates activation of ORR through its homeodomain (HD). (A) Gene structure of *vab-3a* isoform showing location of mutations used in this study. (B) *vab-3(wz25)* mutant animals show induction of *chil-27p::GFP* upon extract treatment (n >100 animals and scale bar is 100 μ m, presence of the *chil-27p::GFP* reporter is indicated by *col-12p::mCherry* also present in the same transgene).

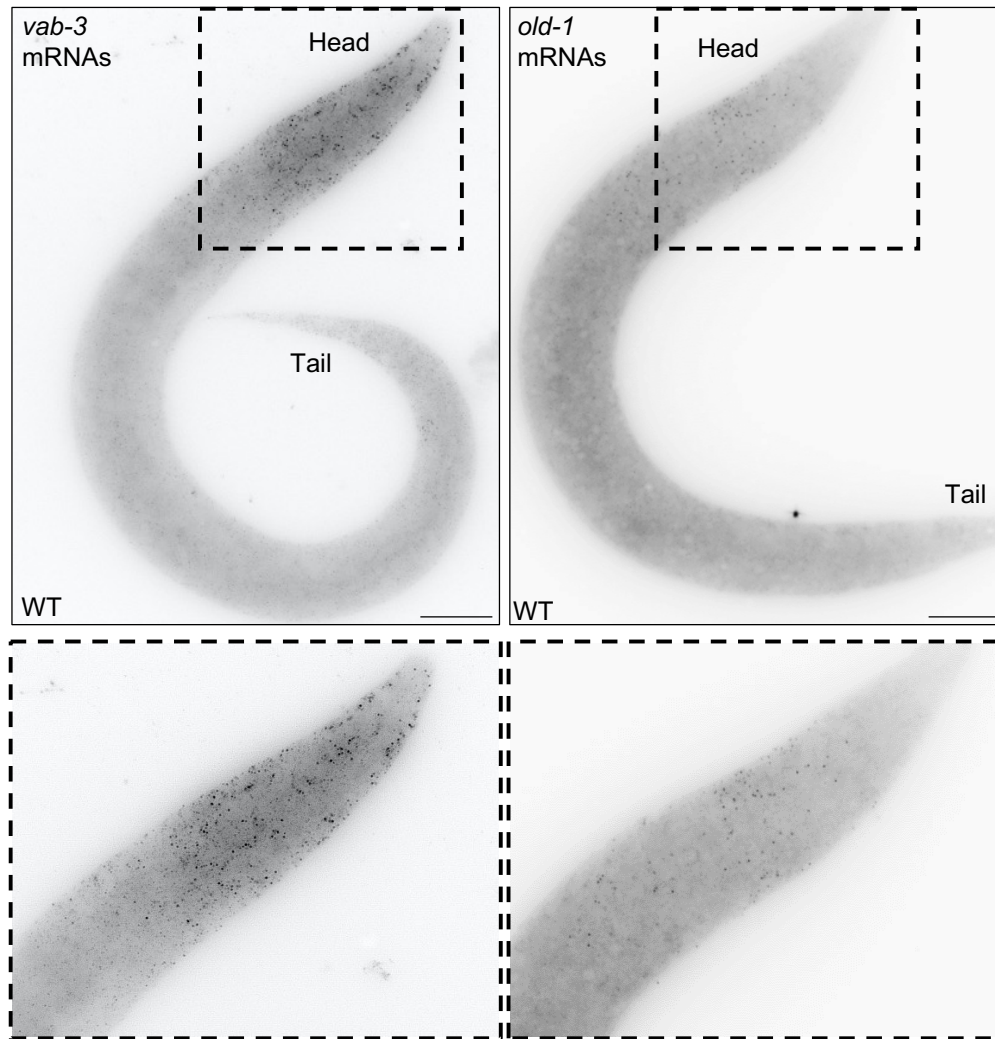

Fig. S8. Expression pattern of *vab-3* in *C. elegans*. L1 stage animal showing anterior localization of *vab-3* mRNAs by smFISH, which is reminiscent of *old-1* expression. Scale bar is 10 μ m.

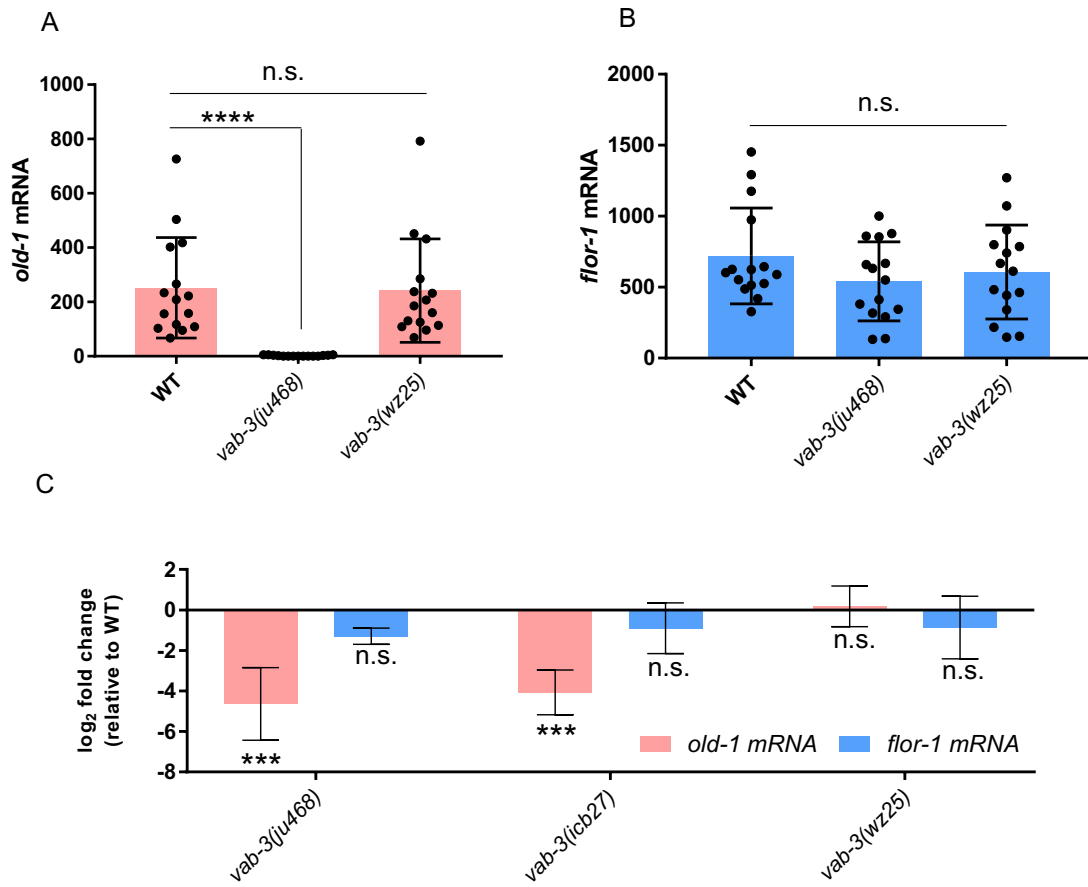

Fig. S9. Levels of *old-1* and *flor-1* in WT animals and *vab-3* mutants. smFISH counts of *old-1* (A) and *flor-1* (B) mRNA at L2 stage in WT, *vab-3(ju468)* and *vab-3(wz25)* mutant animals (n=15, $p < 0.0001$ *** based on t-test). (C) RT-qPCR based quantification of L4 stage WT, *vab-3(ju468)*, *vab-3(icb27)* and *vab-3(wz25)* mutant animals. One-way ANOVA and Tukey's multiple comparison test was used to assess statistical significance; $p < 0.001$ ***.

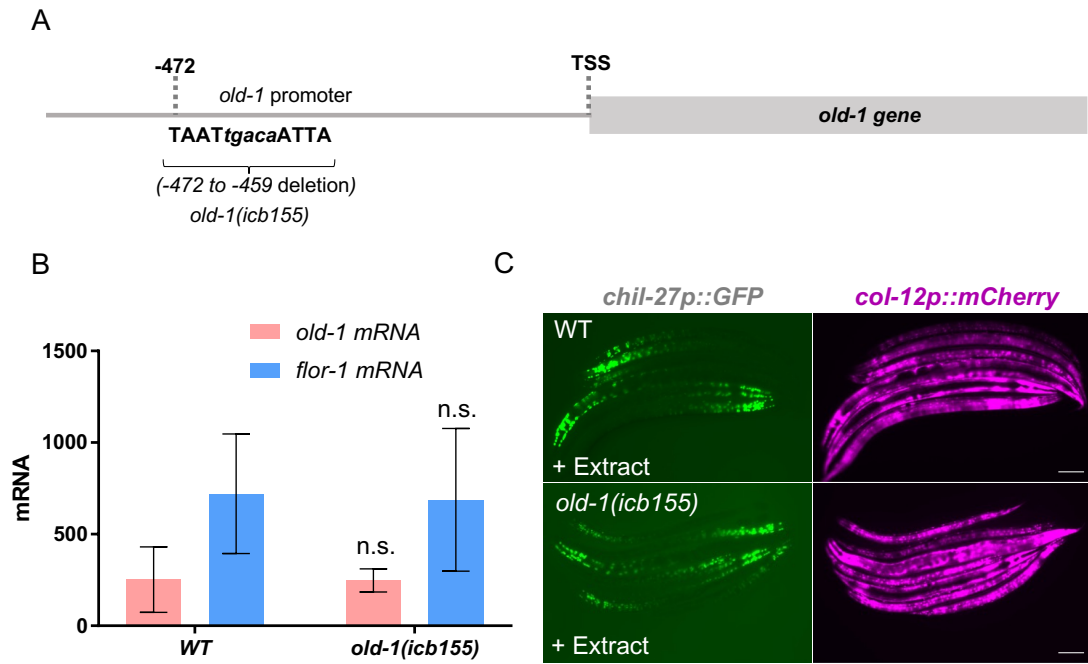

Fig. S10. VAB-3 does not directly regulate *old-1* gene expression through the canonical HD binding site. (A) *old-1* gene promoter indicating the homeodomain binding site at position -472 deleted by CRISPR (*icb155* allele). (B) smFISH counts of *old-1* and *flor-1* mRNA at L2 stage in *old-1(icb155)* animals compared with WT animals (n=15, n.s. based on t-test). (C) *chil-27p::GFP* induction upon extract treatment in *old-1(icb155)* (n > 100 animals and scale bar is 100 μ m).

Table S1. Strains used in the study.

Experimental Models/Organisms/Strains	Source	Identifier
<i>M. humicola</i> : Lisbon isolate	Osman et al., 2018	JUo1
<i>C. elegans</i> : wild-type N2	Caenorhabditis Genetics Center	N2
<i>C. elegans</i> : icbIs4[chil-27p::GFP, col-12p::mCherry-pest] II	Osman et al., 2018	MBA281
<i>C. elegans</i> : icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV	Osman et al., 2018	MBA282
<i>C. elegans</i> : tax-4(ks11) III; icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV	Fasseas et al., 2021	MBA668
<i>C. elegans</i> : old-1(icb118)II; icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV	This study	MBA1038
<i>C. elegans</i> : old-1(icb119)II; icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV	This study	MBA1037
<i>C. elegans</i> : old-1(icb117)II; icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV	This study	MBA418
<i>C. elegans</i> : old-1(icb133)II; icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV	This study	MBA1032
<i>C. elegans</i> : old-1(ok1273)II	Caenorhabditis Genetics Center	RB1215
<i>C. elegans</i> : old-1(ok1273)II; icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV	This study	MBA1018
<i>C. elegans</i> : flor-1(icb93)V; icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV	This study	MBA517
<i>C. elegans</i> : flor-1(icb134)V; icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV	This study	MBA1035
<i>C. elegans</i> : flor-1(icb120)V; icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV	This study	MBA1033
<i>C. elegans</i> : flor-1(icb116)V; icbIs5[chil-27p::GFP, col-12p::mCherry-pest] IV	This study	MBA1415
<i>C. elegans</i> : icbEx308[old-1p::OLD-1::GFP, bus-1p::GFP, pBJ36]; icbIs4[pGO4, pCMH1195]IV	This study	MBA1013
<i>C. elegans</i> : icbEx435[pER6 (flor-1p::flor-1::Scarlet), pIP1303F(rps-0::hgb.unc-54), pBJ36], flor-1(icb116); icbIs5[pGO4, pCMH1195] IV	This study	MBA1447
<i>C. elegans</i> : flor-1(icb116)V	This study	MBA1217
<i>C. elegans</i> : icbEx360[PIP1303F(rps-0::hgb.unc-54), pBJ36]	This study	MBA1270
<i>C. elegans</i> : icbEx358[old-1p::old-1, PIP1303F(rps-0::hgb.unc-54), pBJ36]	This study	MBA1271
<i>C. elegans</i> : icbEx359[pFD20(dpy-7::old-1::unc-54), PIP1303F(rps-0::hgb.unc-54), pBJ36]	This study	MBA1272
<i>C. elegans</i> : unc-119(ed3) III; icbSi3[dpy-7::GFP::H2B:unc-54 3'UTR+cb-unc-119]	This study	MBA260
<i>C. elegans</i> : icbEx310[old-1p::OLD-1::GFP, pRF4(rol-6(su1006)), pBJ36]	This study	MBA1089
<i>C. elegans</i> : xde-1(ne219) V; icbIs5[pGO4, pCMH1195] IV xIs99	This study	MBA576
<i>C. elegans</i> : icbEx309[pFD20(dpy-7p::old-1::unc-54 3'UTR); bus-1p::GFP; icbIs5[pGO4, pCMH1195] IV	This study	MBA1088
<i>C. elegans</i> : icbEx316[pFD23(dpy-7p::old-1(D321A, N326S)::GFP, myo2p::RFP, pBJ36], icbIs5[pGO4, pCMH1195]IV	This study	MBA1190
<i>C. elegans</i> : icbEx364[old-1p::old-1::GFP, pER6(flör-1p::flör-1::mScarlet), PIP1303F(rps-0::hgb.unc-54)]	This study	MBA1276
<i>C. elegans</i> : flör-1(icb122); icbIs22[old-1p::old-1::GFP, bus-1p::GFP, pBJ36]; flör-1(icb116); icbIs5[pGO4, pCMH1195] IV	This study	MBA1441
<i>C. elegans</i> : icbEx434[pFD20(dpy-7p::old-1), pIP1303F(rps-0::hgb.unc-54), pBJ36], flör-1(icb116); icbIs5[pGO4, pCMH1195] IV	This study	MBA1442
<i>C. elegans</i> : icbEx427[pJS2(dpy-7p::flör-1), PIP1303F(rps-0::hgb.unc-54), pBJ36], old-1(ok1273), icbIs5[pGO4, pCMH1195] IV	This study	MBA1460
<i>C. elegans</i> : icbEx429[pFD21(dpy-7p::old-1::GFP), PIP1303F(rps-0::hgb.unc-54), pBJ36]	This study	MBA1462
<i>C. elegans</i> : icbEx436[pFD21(dpy-7p::old-1::GFP), PIP1303F(rps-0::hgb.unc-54), pBJ36], flör-1(icb116); icbIs5[pGO4, pCMH1195] IV	This study	MBA1448
<i>C. elegans</i> : icbEx414[old-1p::old-1::GFP, pIP1303F(rps-0::hgb.unc-54), pBJ36]; flör-1(icb116); icbIs5[pGO4, pCMH1195] IV	This study	MBA1414
<i>C. elegans</i> : flör-1(icb122); icbIs22[old-1p::old-1::GFP, bus-1p::GFP, pBJ36]; icbIs5[pGO4, pCMH1195] IV	This study	MBA1335
<i>C. elegans</i> : flör-1(icb123), icbIs22[old-1p::old-1::GFP, bus-1p::GFP, pBJ36]; icbIs5[pGO4, pCMH1195] IV	This study	MBA1338
<i>C. elegans</i> : flör-1(icb124), icbIs22[old-1p::old-1::GFP, bus-1p::GFP, pBJ36]; icbIs5[pGO4, pCMH1195] IV	This study	MBA1337
<i>C. elegans</i> : flör-1(icb125), icbIs22[old-1p::old-1::GFP, bus-1p::GFP, pBJ36]; icbIs5[pGO4, pCMH1195] IV	This study	MBA1334
<i>C. elegans</i> : flör-1(icb126), icbIs22[old-1p::old-1::GFP, bus-1p::GFP, pBJ36]; icbIs5[pGO4, pCMH1195] IV	This study	MBA1342
<i>C. elegans</i> : vab-3(icb127), icbIs22[old-1p::old-1::GFP, bus-1p::GFP, pBJ36]; icbIs5[pGO4, pCMH1195] IV	This study	MBA1339
<i>C. elegans</i> : icbEx437[WRM0640cC05, myo-2::dsRed, BJ36][vab-3(icb127); icbIs22[old-1p::old-1::GFP, bus-1p::GFP]; icbIs5[pGO4, pCMH1195] IV	This study	MBA1433
<i>C. elegans</i> : icbEx438[pFD20(dpy-7p::old-1), myo-2::dsRed, pBJ36]; vab-3(icb127); icbIs22[old-1p::old-1::GFP, bus-1p::GFP]; icbIs5[pGO4, pCMH1195] IV	This study	MBA1436
<i>C. elegans</i> : vab-3(ju468) X	Caenorhabditis Genetics Center	RB693
<i>C. elegans</i> : icbEx452[pJS2(dpy-7p::flör-1), PIP1303F(rps-0::hgb.unc-54), pBJ36]; icbIs5[pGO4, pCMH1195] IV	This study	MBA1449
<i>C. elegans</i> : icbEx424[old-1p::old-1, pIP1303F(rps-0::hgb.unc-54), pBJ36][tax-4(ks11); icbIs5[pGO4, pCMH1195] IV	This study	MBA1457
<i>C. elegans</i> : icbEx356[pFD25(dpy-7::old-1::mCherry:unc-54)]flör-1p::flör-1::GFP, PIP1303F(rps-0::hgb.unc-54)]	This study	MBA1210
<i>C. elegans</i> : icbIs22[old-1p::old-1::GFP, bus-1p::GFP, BJ36]ju468 (vab-3); wIs51[scm::gfp + unc-119+] V; icbIs4[pGO4, pCMH1195] II	This study	MBA1435
<i>C. elegans</i> : vab-3(ju468)X; wIs51[scm::gfp + unc-119+] V; icbIs4[pGO4, pCMH1195] II	This study	MBA1434
<i>C. elegans</i> : flör-1(icb136)[flör-1::gfp]	This study	MBA998
<i>C. elegans</i> : icbEx426[pJS4(dpy-7p::flör-1(A297D, S302N)::GFP, pIP1303F(rps-0::hgb.unc-54)], flör-1(icb116); icbIs5[pGO4, pCMH1195] IV	This study	MBA1459
<i>C. elegans</i> : icbEx493[pJS7(dpy-7p::flör-1(A297D, S302N, Y420F, Y452F)::GFP, pIP1303F(rps-0::hgb.unc-54), pBJ36], flör-1(icb116); icbIs5[pGO4, pCMH1195] This study		MBA1535
<i>C. elegans</i> : icbEx501[pJS6(dpy-7p::flör-1(A297D, S302N, Y327F, Y328F)::GFP, pIP1303F(rps-0::hgb.unc-54), pBJ36], flör-1(icb116); icbIs5[pGO4, pCMH1195] This study		MBA1558
<i>C. elegans</i> : ynl64[Plp-17::GFP]; vab-3(wz25)X	Brandt et al., 2019	FQ457
<i>C. elegans</i> : vab-3(wz25)X; icbIs5[pGO4, pCMH1195] IV	This study	MBA1725
<i>C. elegans</i> : old-1(icb155)	This study	MBA1723
<i>C. elegans</i> : old-1(icb155); icbIs5[pGO4, pCMH1195] IV	This study	MBA1724

Table S2. Oligos used in the study

Oligo	Sequence	old-1 s mFISH probe	flor-1 s mFISH probe	vab-3 s mFISH probe
old-1 Full F	GGAACAGCGAGGAGAGGAAA	gltatcgagtagcaaatcc	acaglaatgacgtatgaca	agttgatcaaccagtggt
old-1 Full R	TCGGCGTCTTTCCAAAATGT	atctcaaatgttcgactca	gctgtctgttaattcaat	gtggacgccataaacaat
T01G5.1 prom F	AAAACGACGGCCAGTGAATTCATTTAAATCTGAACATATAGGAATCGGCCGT	ccagtttcatctttatcaat	tgatcttagcagctctcgg	gattctttgacgtgtttcat
T01G5.1 Full R2	CTGCACAGTCAACGTCATGT	cttcctgtacatcgaatct	aatcatttgagcgtcttcc	catcctttggtcgctaaatc
dpy-7old-1 gibson fwd	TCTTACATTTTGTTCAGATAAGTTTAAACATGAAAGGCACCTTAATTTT	gagtttctgttccctgaat	gccaaaacatcgatttcca	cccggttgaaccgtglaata
dpy-7old-1 gibson rev	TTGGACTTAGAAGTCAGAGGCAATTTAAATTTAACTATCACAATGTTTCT	tttctctttatgactcgc	aaggagtagtcatccaagtg	ggcacaagaattttgagaca
old-1 kinasemul F	TGT GTT CAT GCT TTG GCT CTC CGC AGT GTA CTG ATA AAG AA	cttctcggatgttaattgg	ggtatccgataaagtagc	atgttgcgtactcgtgla
old-1 kinasemul R	TTT TTT ATC AGT ACA CTG CGG AGA GCC AAA GCA CGA TGA ACA CA	ctctggagacatctacat	ttcagcttagatcttcc	tggtttgagcccaaatg
T01G5.1R_pER24	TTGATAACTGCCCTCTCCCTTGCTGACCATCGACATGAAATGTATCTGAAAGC	ttttctgtaattgggct	ccagttgtcttcaattt	atttctgacgagctcact
dpy-7T01G5.1gib F	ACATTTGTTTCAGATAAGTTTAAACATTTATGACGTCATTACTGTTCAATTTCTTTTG	gaattcttcattgattcca	atctcaaatgagttgtgca	ggttggtcatagttttaatc
T01G5.1unc-54 gib R	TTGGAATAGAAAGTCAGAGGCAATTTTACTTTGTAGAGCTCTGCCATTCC	tagtggtcttcccttgaat	cagcgagtagattcttcag	ctctgattcccatgcaaaa
GFPoATC-F	ATGAGTAAAGGAGAAAGTGTTCCTAGT	tcgtattatccaacttcc	gtttttgtttataaccgg	gcagataattatcagtagca
GFPoSTOP-R	TTACTTGTAGAGCTCTGCCATTCC	gcacacatcatcttcaattc	gacttggtccaattgact	taacgtctgattgttttgt
T01G5.1Frep	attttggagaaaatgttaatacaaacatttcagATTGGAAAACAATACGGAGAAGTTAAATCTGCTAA<br>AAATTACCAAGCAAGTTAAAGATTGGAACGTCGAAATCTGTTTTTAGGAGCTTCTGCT<br>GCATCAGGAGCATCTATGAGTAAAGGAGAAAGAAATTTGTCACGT	aatgtttgggtgttaaccga	attctctttctcgaatg	ttccgtagaacccatttat
T01G5.1Rrep	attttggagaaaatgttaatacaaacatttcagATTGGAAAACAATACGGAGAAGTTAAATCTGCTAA<br>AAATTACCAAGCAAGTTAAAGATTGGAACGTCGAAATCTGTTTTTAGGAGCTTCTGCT<br>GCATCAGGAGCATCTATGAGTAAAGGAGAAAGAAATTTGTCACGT	glaattctccgactaaagc	tatctcgtctgaatagtggt	tgtagtctgtctctttttg
T01G5.1 fwd	GAGAATTTGACTCGCACGG	ctaagaagatcccccgtctc	catagattcatctttcca	tatcgtaaacgtctgtg
dpy-7 T01G5.1 gib F	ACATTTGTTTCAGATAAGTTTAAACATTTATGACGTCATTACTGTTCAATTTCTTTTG	tattcgattgtctctcaaga	tcggtgaattttatgagct	ccatcacaacgtggaattga
T01G5.1 unc-54 gib R	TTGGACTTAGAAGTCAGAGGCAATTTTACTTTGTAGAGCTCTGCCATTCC	gtccatgtatgtgtgtgaa	ggatcatctttcgaatggtt	attcatcggtatgtccatt
T01G5.1 SDM F	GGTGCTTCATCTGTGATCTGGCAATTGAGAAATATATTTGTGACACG	agaatctgttctgatttcta	gaaagtgttaccagctatc	atgtgttttaaccacgtct
T01G5.1 SDM R	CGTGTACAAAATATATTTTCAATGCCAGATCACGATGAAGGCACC	tgagagcaagtcacgagc	gccaatatgcagaaatgtga	agttctgtgtcgaatgagtg
FLOR-1 SDM AL F2	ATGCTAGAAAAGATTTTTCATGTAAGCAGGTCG	caaatatccatccctttg	ttctgaacatataccata	catcttctcaaacctctct
FLOR-1 SDM AL R2	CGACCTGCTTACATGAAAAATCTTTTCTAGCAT	ctttatcatgacattgogga	ccgatacagatcagtagata	tcagtgtgaggtttttgtc
T01G5.1 Y420 SDM F	AAGCCCTGCCACCTCTCTAAGTGTGTCGA	gccaatccaaatgtcgaat	attgataagttctcgtgc	aaactcgtttcaatgcgat
T01G5.1 Y420 SDM R	TCGACACACTTAGAGAAAGTGGGACGGCTT	atctttattttatgctcc	agttcagttgcgacgac	gcgtaaacgaggttctgtt
T01G5.1 Y452 SDM F	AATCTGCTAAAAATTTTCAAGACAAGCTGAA	ccagttgtattggaagcggtg	cggaacaagtgagttgta	tcaagactcctcaatctggac
T01G5.1 Y452 SDM R	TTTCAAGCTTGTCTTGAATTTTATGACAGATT	ttgtctatcttcagggtgc	taaaccttctgtgtactgc	ctgataatgagctcttcca
RMDW0838	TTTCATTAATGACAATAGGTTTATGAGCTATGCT	ctgatttctgagtgacagt	cttgttctcattgttgaa	aagacgctccctgtcaaaaa
old-1 repair	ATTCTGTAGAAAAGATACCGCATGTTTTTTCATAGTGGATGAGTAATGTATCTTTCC<br>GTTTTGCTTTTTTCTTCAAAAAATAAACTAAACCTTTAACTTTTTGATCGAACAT<br>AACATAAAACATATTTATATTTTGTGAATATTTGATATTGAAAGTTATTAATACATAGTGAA<br>GTAATGAAAATATAT	agttcataaagacagacccc	ctgcatacatcataatcc	ttctgtctctggtagtga
old-1 CRISP_F	GATACCGCATGTTTTTCATAGTGG	ttcataagggtattttcca	gaagatccaatgtgcacagt	cgattcggaaccatacctg
old-1 CRISP_R	CTTTCAATCCACGCCTCTGG	gtaagacagcacatacttc	gcaatggcaattgatatcc	gatgtagctgttttccat
TT01G5.1RNAiF	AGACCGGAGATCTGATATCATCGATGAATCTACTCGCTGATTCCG	caagttcttcccttcaatc	ccttgaatcagccaagaatc	tggtgttccattgtgataatg
TT01G5.1RNAiR	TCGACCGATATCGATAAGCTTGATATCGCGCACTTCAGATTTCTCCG	catalctagatccacgata	caatgccagagcacgatgaa	tgattcttccatcactg
pmp-3 qRTF1	CGGAGGAAAACTGGTCAAG	cicatttgatgtttttcca	ttgtttattctgtctaca	ggagatccaactgagttgt
pmp-3 qRTF1	TGCAACGAGAGCAACTGAAC	gagcttctgtgtgagatcaa	cgagtcacaattctcgaatg	tggaagggaatcgattcgc
chil-27qRT-F	tcaagtgaggagctgaaca	gtcgaagttgattgtgtgt	ttatcttcagaacttccg	aggcacaagaattgtgtgt
chil-27qRT-R	tgagttatttgcgtagttcagt	tgttctcatcagaagcca	acttcagattctcgtgaa	cagcatactctgactgtt
old-1 qPCR Fwd	ATGCTCCACAGGCTAGAAT		aagtcatactgcaaacgacc	gaatataagatcattgtcgt
old-1 qPCR Rev	TAACGGTAATTTCACTGCCA		gtggactctcattgtgaat	ccattgaaaacattgtgca
T01G5.1 qPCR Fwd	GCCCAGAGACTGCTAAGAT		ctggaacacataaacagcg	ctgtactctgtgatatg
T01G5.1 qPCR Rev	TTGTGCAGAGACCCAGATT		attccggaatttttcca	ggaacatgtgtgtgtgtg
			catatctgtgtgagtagct	aaatcatacgggactctcc
			tcaggttcaaatgtccaca	tggtcggtattctgtgatat
			acacactagtaggtgtgg	tgattgtggaaccatgcc
			ttctccgtaattgtttcc	aaagtgtcggaatgtctct
				attgagcactgcaaacagcg
				gagtcagagacgggtcaatg
				gctgagttacgtattgtg
				gaggtctccataatgttct

Dataset S1 (separate file). 

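In *old-1(ok1273)*, extract raised *lact-6* from 0.236 ± 0.167 to 31.5 ± 7.97 CPM and the thaumatin-like genes *thn-1* and *thn-2* by 6.11 and 4.38 on the log2 scale, and lowered *Y51F10.7* from 321 ± 12.5 to 62.2 ± 24.5 CPM (SD, n = 3 each) and the lysozyme gene *lys-2* by a log2 fold change of -1.06. *clec-70* and *ugt-15* rose in N2, by 4.51 and 4.36, and in *old-1(ok1273)*, by 5.13 and 4.36. *lact-6*, *thn-1* and *thn-2* rose in N2 as well, by 7.55, 6.01 and 4.17, and *Y51F10.7* and *lys-2* fell there, by -2.22 and -1.04. The difference of response between N2 and *old-1(ok1273)* was not called for any of these 7 genes, and none of them was called in *flor-1(icb93)*. With edgeR's quasi-likelihood test, 4026 genes were called in *old-1(ok1273)*, 2191 higher and 1835 lower. In *flor-1(icb93)* edgeR called none, with 641 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.37. DESeq2 called 34 (6 higher and 28 lower), limma on transcripts 51 and limma on log2 TPM none, and edgeR with only the 2 compared groups 39. *flor-1* had 17.4 ± 1.71 CPM with extract and 16.6 ± 1.59 CPM without, and *old-1* 1.31 ± 0.0787 and 1.19 ± 0.162 CPM (SD, n = 3 each). In *old-1(ok1273)*, of 13 intestinal PMK-1 and bacterial response genes 9 fell and 1 rose (camera, adjusted p = 0.000152, and adjusted p = 0.0324 with an estimated correlation), among them *C17H12.8* at -1.04 and *irg-1* at -1.27. Of 145 F-box A genes 26 fell and none rose (adjusted p = 2.71e-06, and adjusted p = 0.0396 with an estimated correlation), and of 43 glutathione S-transferase genes 14 fell and 1 rose (adjusted p = 0.000152, and adjusted p = 0.00897 with an estimated correlation). Of 12 mitochondrially encoded genes 9 fell (adjusted p = 5.43e-06, and adjusted p = 0.403 with an estimated correlation), and of 78 ribosomal protein genes 64 (adjusted p = 2.26e-22, and adjusted p = 0.294 with an estimated correlation). After the length correction, chosen after seeing the data, 6 of each fell. The log2 fold changes in *old-1(ok1273)* followed transcript length across genes (Spearman's rho 0.42), with a median length of 2545 bases in raised and 870 bases in lowered genes. After a length correction, chosen after seeing the data, 2761 genes were called, 8 glutathione S-transferase genes among the lowered, and under limma on log2 TPM 88% of the called genes were higher, against 54.4%.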

Differentially expressed genes upon extract treatment in N2, *old-1*(-) and *flor-1*(-) animals vs no extract treatments, and in animals overexpressing *old-1* (+ *old-1p::old-1*) compared with non-transgenic animals.

Dataset S2 (separate file). Differentially expressed genes upon epidermal overexpression of *old-1* (+ *dpy-7p::old-1*) compared with WT animals carrying the co-injection marker (hygromycin resistance).

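Besides the ORR genes, animals with *dpy-7p::old-1* had higher levels of germline and major sperm protein genes and lower levels of collagen and detoxification genes and of markers of several somatic tissues than the hygromycin control. Of 16 germline genes 15 rose (camera, adjusted p = 2.67e-07, and adjusted p = 0.361 with an estimated correlation), with *gld-1* at 1.47 on the log2 scale (standard error 0.13). Of 15 oocyte and yolk genes 7 rose, among them *puf-5* and *oma-2* by 2.31 and 2.26, and the median was -0.02 (adjusted p = 0.0192, and adjusted p = 0.636 with an estimated correlation). Of 29 major sperm protein genes 28 rose (adjusted p = 1.06e-09, and adjusted p = 0.406 with an estimated correlation). Of 153 cuticle collagen genes 80 fell and 1 rose (adjusted p = 3.21e-11, and adjusted p = 0.372 with an estimated correlation), with *col-62* falling from 569 ± 81.1 to 117 ± 28.6 CPM and *col-12* from 2040 ± 101 to 738 ± 222 CPM (SD, n = 3 each). Of 64 UDP-glucuronosyltransferase genes 27 fell (adjusted p = 1.48e-05, and adjusted p = 0.361 with an estimated correlation), of 42 glutathione S-transferase genes 20 (adjusted p = 0.00013, and adjusted p = 0.361 with an estimated correlation), of 47 hedgehog-related genes 16 (adjusted p = 8.99e-06, and adjusted p = 0.372 with an estimated correlation) and of 11 body wall muscle markers 11, including *unc-22* and *unc-89* (adjusted p = 8.8e-05, and adjusted p = 0.361 with an estimated correlation). Of the markers of other tissues, 6 of 8 for the pharynx, 7 of 9 for the intestine and 5 of 12 for neurons fell (adjusted p = 0.0114, 0.0102 and 0.0158, and adjusted p = 0.361 with an estimated correlation for each), with medians of -0.57, -0.55 and -0.45. These counts were the same when adjusted over the lists alone. In all, 7397 of 16148 genes were called by edgeR's quasi-likelihood test, 4034 higher and 3363 lower, and 10028 of all tested genes had no overlap between the groups, which 10% of genes would show by chance. The fall of *clec-247*, at 0.11 ± 0.105 against 5.09 ± 0.32 CPM (SD, n = 3 each), was the largest on the log2 scale among genes with at least 1 CPM. With the yolk genes as a covariate, chosen after seeing the data, 3394 genes were called, with 38 cuticle collagens lower, 7 major sperm protein genes higher and a median log2 fold change of the yolk genes of -0.71. The covariate is the mean of these same yolk genes, so their median is partly built in. Yolk levels did not overlap between the groups, so the covariate cannot separate yolk level from the transgene.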

How the deposited data were processed for this re-analysis (not part of the article)

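RNA of whole *C. elegans* animals collected at the L4 stage was sequenced in 30 libraries, 3 for each of 10 groups. Of these, 18 belong to the extract experiment, with wild-type N2 and mutants of *old-1* (allele *ok1273*) or *flor-1* (allele *icb93*), each with and without *M. humicola* extract, 6 compare *old-1p::old-1* animals with their non-transgenic siblings, and 6 compare *dpy-7p::old-1* animals with animals carrying the hygromycin resistance marker. The authors aligned the reads with kallisto to the WormBase transcriptome WS283, and the deposited files hold, as kallisto made them, the estimated counts of each of 37058 transcripts, with its length and effective length. The estimated counts are raw values, not normalized between libraries. Transcript abundance scaled by length (TPM) is not in the files and was computed from the counts and effective lengths. The authors tested them with sleuth and a Wald test at p under 0.01 and q under 0.1. The paper's text does not say how transcripts were joined to genes, which filter was used or which libraries went to which of its sequencing providers.

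Transcripts were assigned to genes with Ensembl annotation release 115 (WBcel235). Of the transcripts, 30413 matched by name (63.3% of counts) and 6631 by sequence name (36.7%), 2 were ambiguous and 12 had no match, which left 20001 genes. Some genes share a name or sequence with a copy, as histone genes do, and their estimated counts are divided by kallisto. Totals ranged from 19214839 to 38956390 counts per library. A gene with no counts in a group is compared against a floor of 3 counts over the group, and one with 1 to 3 counts is given as a ratio with a 95% interval, both for counting error only.

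Counts were summed per gene and rounded, filtered with edgeR's filterByExpr (min.count 5, min.total.count 15), normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. The 18 libraries of the extract experiment were fitted as 6 groups, with 12 residual degrees of freedom, and each overexpression experiment was fitted alone, with 6 libraries and 4 residual degrees of freedom. Genes were called at p under 0.01 and an adjusted p (Benjamini-Hochberg) under 0.1. The comparisons were extract against untreated in each mutant and in N2, the difference of each mutant's extract response from that of N2, each untreated mutant against untreated N2, and each overexpression strain against its control. The 50 ORR genes are those of the study's heatmap. Shared raised genes were tested with a one-sided Fisher's exact test.

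Gene lists were tested with camera of limma 3.58.1, with the preset correlation of 0.01 and called at an adjusted p under 0.05, and again with an estimated correlation. There were 31 lists, each with at least 3 tested members, which covered *chil*, KIN-16 and *pals* genes and other intracellular pathogen response genes, antimicrobial peptides, PMK-1 and bacterial response genes, C-type lectins, F-box A, MATH and BATH genes, detoxification families (cytochrome P450, UDP-glucuronosyltransferases, glutathione S-transferases), heat shock, osmotic stress and chitin genes, cuticle and furrow collagens, molting and hedgehog-related genes, sperm, oocyte and yolk and germline genes, markers of muscle, pharynx, intestine, neurons and epidermis, and ribosomal, mitochondrially encoded and histone genes. The lists, the comparisons and the alternatives were set before the data were examined, apart from the alternatives named as added later.

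Named genes were those the paper names, the *chil*, KIN-16 and *pals* members of the 50 ORR genes, up to 8 risen and 8 fallen genes per comparison with the largest log2 fold change among called genes with at least 1 CPM in the higher group and no overlap between the groups, and up to 4 called members of each list with the smallest adjusted p. Genes named as counterparts or as members of a count of 5 or fewer were chosen after their values were seen.

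The alternatives were the Wald test of DESeq2 1.42.0, RLE size factors, no low-count filter, a mean of at least 1 CPM, the replicate number as a block, limma on transcripts with a pseudocount of 0.5, limma on log2 TPM with a pseudocount of 1, only the compared groups in the fit, an adjusted p under 0.05, an absolute log2 fold change of at least 1 and leaving out each replicate. Added after the data were seen were the yolk gene mean of each library as a covariate, leaving out untreated N2 libraries B and C, and a correction for transcript length. Each comparison was repeated on other splits of its libraries. The tests were tried on simulated counts with known changes over 5 draws, with 100 genes changed 2-fold and 100 changed 4-fold in each, from the means, library sizes and spread of the real libraries. camera called the list of 20 raised genes in 5 of 5 draws and none of 150 lists of unchanged genes in each of the comparisons simulated. The simulated genes were drawn independently of each other. These draws therefore say nothing about camera with the preset correlation on lists whose genes move together, such as those that moved with the yolk level. Single draws differed: edgeR recovered between 37% and 51% of genes changed 4-fold in the *old-1p::old-1* comparison. No library was left out, and with 3 libraries per group none was tested as an outlier.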

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

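Of the tests in this part, the correlation with the difference between the mutants, chosen once the sibling test had come out, the comparison of untreated N2 replicate A with the extract libraries, the count of genes changed in the same direction in N2, the values of these genes in *flor-1(icb93)*, the count of ORR genes that differ in untreated *flor-1(icb93)* and the length correction were chosen only after results were seen, and the length test of *flor-1(icb93)*, first meant for library preparation in general, was narrowed to length after its value was seen.

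The responses to extract differed between N2 and the mutants when the difference itself was tested with edgeR. The difference was called for 5164 genes in *old-1(ok1273)* and for 3932 genes in *flor-1(icb93)*, and a smaller response for 42 and 48 of the 50 ORR genes. Chance in the grouping of libraries was examined on 100 splits each, the real one included. For *old-1(ok1273)*, 1 split, the real one, gave 5164 genes (4705 at the highest of the others). The splits exchange libraries between genotypes that differed in 6479 genes untreated, so this rank cannot decide about chance. For the 42 ORR genes of *old-1(ok1273)* 5 splits reached the count, with 43 at the highest of the others. The splits do not exclude chance there at a bound of 0.05, and this turns with the number of draws, since 2 of the first 60 reached it. For *flor-1(icb93)* 1 split, the real one, gave 48 ORR genes. The highest of the others, at 47, kept the extract libraries of each genotype together and so held a real difference. This limits what the rank of the real split says about chance. Where those libraries were mixed, no ORR gene was called. For the count of 3932 genes the splits do not exclude chance, with 9 as large and 10481 at the highest of the others. The other splits that came as high, 4 for the ORR genes in *old-1(ok1273)* and 8 for all genes in *flor-1(icb93)*, keep the extract libraries of each genotype together and so hold a real difference between genotypes, which limits what they say about chance. Where the extract libraries of both genotypes were mixed, at most 1 ORR gene was called for *old-1(ok1273)*, and the mean log2 change of the 50 genes was 6.42 in N2 (95% interval 6.26 to 6.58) and -0.01 in *old-1(ok1273)* (-0.17 to 0.15). A split with 10481 calls points to a structure of the samples, and *flor-1(icb93)* libraries differ from N2 libraries in library type and in yolk level, at 6.62 to 6.93 against at most 6.11. The strain the paper lists for *flor-1(icb93)* also carries the *icbIs5* reporter, which N2 lacks.

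The paper lists the genes changed by extract in its Dataset S1. Outside the 50 ORR genes, 5841 genes were called between extract and untreated in N2 and 4025 in *old-1(ok1273)* here. The fit takes the spread from all 6 groups, while the untreated N2 libraries differed from each other in yolk level. Of all 5891 genes called in N2, 4109 had no overlap between the groups, against 3999 of 4026 in *old-1(ok1273)*. The N2 count therefore cannot be credited to extract alone. Untreated *old-1(ok1273)* differed from untreated N2 in 6479 genes and untreated *flor-1(icb93)* in 6805. Effects of the *icbIs5* reporter in the listed *flor-1(icb93)* strain cannot be told apart in the latter count. Extract raised 49 of 67 histone genes in N2 (camera, adjusted p = 2.7e-14, and adjusted p = 0.0523 with an estimated correlation) and 9 intracellular pathogen response genes outside the *pals* family.

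With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real counts and the highest of the other splits were 5891 and 3006 for extract in N2, 4026 and 0 for extract in *old-1(ok1273)*, 0 and 1 for extract in *flor-1(icb93)*, where all 10 splits reached the real count, 6479 and 2478 for untreated *old-1(ok1273)*, 6805 and 1 for untreated *flor-1(icb93)*, 20 and 0 for *old-1p::old-1*, and 7397 and 0 for *dpy-7p::old-1*. For the ORR genes raised they were 50 and 0 for extract in N2, 5 and 0 for *old-1p::old-1*, and 50 and 0 for *dpy-7p::old-1*.

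The first pattern is that yolk and adult collagen transcripts are present in untreated N2 replicates B and C and nearly absent from replicate A and from N2 with extract. Animals of different age in libraries of one group are a candidate explanation: across 16684 genes without the yolk and collagen lists, the difference of B and C from A correlated at 0.74 with that of untreated *flor-1(icb93)* from untreated *old-1(ok1273)*, which span the same yolk levels, although strain and age are not separated there. The same test on sibling libraries gave -0.4, under the bound of 0.1 set in advance, and so by that bound against age, but the yolk level of the sibling libraries starts at 5.39, above the middle of the N2 range of 1.12 to 6.11, which was noticed only after the value was seen and makes the bound wrong for another range of ages. That extract delays the animals cannot be told apart from age here, since replicate A, at 1.12, lies within the range of the extract libraries, which ends at 1.14, while B and C lie above it. Age at collection is not given for single libraries, so a biological effect of extract on the stage stays open.

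The second pattern is that the *flor-1(icb93)* libraries differ from the other 24 in fragment length, which could affect any comparison of *flor-1(icb93)* with N2. Transcript length as the source of the differences between untreated *flor-1(icb93)* and untreated N2 is argued against by a correlation of log2 fold change and length of -0.04 (Spearman's rho across genes), against -0.23 for *old-1(ok1273)*, whose libraries are of the common type. Library type did not differ within the extract comparison of *flor-1(icb93)*, with gaps of 154.6 to 161.9 bases untreated and 159.9 to 165.4 with extract. A difference in type between these groups therefore cannot be the reason for the missing response. Whether this type could hide a rise was not tested in another genotype, since only *flor-1(icb93)* libraries are of it. Outside these libraries, the paper reports *chil-27p::GFP* induction lost in several *flor-1* mutants and reduced by *flor-1* RNAi. The interval of the mean log2 change of the 50 ORR genes in *flor-1(icb93)* ends at 0.21, under the bound of 1 set in advance. That value restates the missing response and cannot decide its cause. A type that loses ORR transcripts is argued against, since 13 of these genes were higher and 0 lower in untreated *flor-1(icb93)* than in untreated N2. That comparison crosses library types, and the *flor-1(icb93)* libraries detected more transcripts, 29513 to 30340 against 27135 to 27727 in N2 and *old-1(ok1273)*. That extract had no effect at all on the *flor-1(icb93)* animals is a candidate explanation. The 919 genes called in the same direction in N2 and *old-1(ok1273)* had a median of 0.01 in *flor-1(icb93)* (upper quartile 0.08). Their lower quartile in N2 was 0.3, which is partly built in, since they were picked for being called there. A need for FLOR-1 in the response of these genes would give the same value in *flor-1(icb93)*.

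The third pattern is the 4026 genes changed by extract in *old-1(ok1273)*, where the ORR genes did not rise. A response that needs no OLD-1, as the source of the whole set of 2191 raised genes, was tested on their median log2 fold change. It was 0.43 in *old-1(ok1273)* (lower quartile 0.31), 0.04 in N2 (upper quartile 0.24) and 0.02 in *flor-1(icb93)* (upper quartile 0.07). The values in N2 and *flor-1(icb93)* lie under the bound set in advance, and so by that bound against such a response. The test cannot decide, since the genes were picked for being raised in *old-1(ok1273)* and extract may have had no effect in *flor-1(icb93)*. In N2, untreated replicates B and C also differ from the extract libraries in yolk level. For part of the genes a response that needs no OLD-1 stays open. Of the 4026 genes, 919 were called in the same direction in N2 and 490 in the opposite one, and the number shared by chance was not tested. None was called in *flor-1(icb93)* by edgeR, which called no gene there (641 at an unadjusted p under 0.05, DESeq2 34). Animals of different age are neither shown nor excluded by a correlation across genes of 0.16 with the difference of untreated N2 replicates B and C from A. Transcript length is a likely contributor, with a Spearman's rho of 0.42 across genes against 0.13 for *flor-1(icb93)*, but as the whole cause it is argued against by the 2761 genes called after a length correction, and a response of its own in animals without OLD-1 stays open, untested.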

How the results depend on the processing

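The yolk gene covariate, the runs without N2 untreated libraries B and C and the transcript length correction were chosen after seeing the data. Of the main counts set against an alternative, 311 stayed within 1.5 times the main count and 73 did not. Of the values of named genes under an alternative, 5320 kept their direction and their side of the threshold, 277 lost the threshold, 32 gained it and 6 changed sign (a sign change of a gene called under neither setting is counted as kept). The cause was not tested for any of the values below, apart from a stricter threshold, which by construction calls fewer genes. ORR genes raised by extract in N2 numbered 44 with limma on log2 TPM, 47 with a mean of at least 1 CPM and 50 otherwise, and those raised by *dpy-7p::old-1* 46 with limma on log2 TPM, 48 with a mean of at least 1 CPM or the yolk gene covariate, and 49 or 50 otherwise. RLE size factors, no low-count filter, a mean of at least 1 CPM and the length correction moved no total of called genes per comparison by over 1.5 times. Counts by direction or within a gene list could move further. With the length correction, the genes lowered by *old-1p::old-1* went from 4 to 9. Depth limits genes with few counts, such as *chil-27* in untreated animals.

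Changed sign: *vit-6* (0.26 with the yolk gene covariate and 0.18 without N2 untreated libraries B and C), *msp-38* (0.38 and 0.39) and *msp-76* (0.3 and 0.23), all for extract in N2, where the main value was negative.

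Only the compared groups: 2259 genes for extract in N2, 39 for extract in *flor-1(icb93)*, 3547 and 4355 for untreated *old-1(ok1273)* and *flor-1(icb93)*, and 248 raised genes shared by extract in N2 and *dpy-7p::old-1*. Absolute log2 fold change of at least 1: 2567 and 418 for extract in N2 and *old-1(ok1273)*, 2158 and 2100 for the differences of response, 1859 and 1759 for the untreated mutants, 2382 for *dpy-7p::old-1* and 155 shared with it. Adjusted p under 0.05: 6 genes, 2 ORR genes and 4 shared genes for *old-1p::old-1*. DESeq2: 34 for extract in *flor-1(icb93)*, and 1452 genes, 36 ORR genes and 186 shared genes for *old-1p::old-1*. limma on transcripts: 51 for extract in *flor-1(icb93)*, 2221 for its difference of response, 54 for *old-1p::old-1* and 4884 for *dpy-7p::old-1*. limma on log2 TPM: 2436 for the difference of response in *flor-1(icb93)*, and 45 genes, 10 ORR genes and 27 shared genes for *old-1p::old-1*. Replicate block: 0 genes, 0 ORR genes and 0 shared genes for *old-1p::old-1*. Replicates of the same letter or number showed no pairing in most comparisons, with correlations of the within-group differences of -0.45 to 0.3. The only value over 0.1 was 0.3, for replicate B of *old-1p::old-1* and of the siblings, while their replicates A and C gave -0.44 and -0.45.

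Yolk gene covariate: 2495 for extract in N2, 8 for extract in *flor-1(icb93)*, 3410 and 2013 for the differences of response in *old-1(ok1273)* and *flor-1(icb93)*, 1912 and 3394 for *old-1p::old-1* and *dpy-7p::old-1*, 37 ORR genes for *old-1p::old-1*, and 196 and 190 raised genes shared with extract in N2. Without N2 untreated libraries B and C, which leaves 1 untreated N2 library: 2618 for extract in N2 and 2085 for the difference of response in *flor-1(icb93)*.

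Lists called by camera with the preset and with the estimated correlation: 17 and 4 for extract in N2, 11 and 3 in *old-1(ok1273)*, 1 and 0 in *flor-1(icb93)*, 20 and 5 and 16 and 5 for the differences of response in *old-1(ok1273)* and *flor-1(icb93)*, 18 and 0 and 14 and 0 for the untreated mutants, 21 and 0 for *old-1p::old-1*, and 21 and 0 for *dpy-7p::old-1*.

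Leaving out 1 replicate gave 4282 (without N2 untreated C) to 7689 (without A) genes for extract in N2, 3296 to 3713 in *old-1(ok1273)*, 0 to 1 in *flor-1(icb93)*, 4219 to 7099 and 2672 to 6235 (without N2 untreated A) for the differences of response, 5041 to 8265 and 5732 to 7387 for the untreated mutants, 5758 to 7026 for *dpy-7p::old-1*, and 0 to 3716 for *old-1p::old-1*, where 0 came without sibling B, 1 without *old-1p::old-1* B or C or sibling A, 12 without sibling C and 3716 without *old-1p::old-1* A. ORR genes ranged from 0 to 31 for *old-1p::old-1* (31 without *old-1p::old-1* A, 2 without sibling C), 0 to 1 for extract in *old-1(ok1273)* (1 without untreated B), and 37 to 42 and 44 to 48 for a smaller response. Shared raised genes ranged from 0 to 289 with *old-1p::old-1* and from 315 to 509 with *dpy-7p::old-1*.

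Under limma on log2 TPM the median of all genes was 0.16 for extract in *old-1(ok1273)* (0 in the main test), 0.12 for its difference of response (0.01), -0.16 and 0.31 for untreated *old-1(ok1273)* and *flor-1(icb93)* (-0.03 and 0.02) and 0.27 for *old-1p::old-1* (0.11). The share of called genes that were higher moved with it, from 42.5% to 54.3% for extract in N2, 54.4% to 88% in *old-1(ok1273)*, 40.9% to 22.6% and 48.2% to 82.5% for the untreated mutants, 58% to 70.5% and 58.6% to 40.2% for the differences of response, and 54.5% to 64.6% for *dpy-7p::old-1*. For *old-1p::old-1* it was 80% in the main test, 39% by DESeq2 and 91.1% by limma on log2 TPM.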

Differences from the paper's values

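For extract in N2, 5891 genes were called, against the paper's 1733, with 2501 higher against the paper's 1070 and 3390 lower against the paper's 663. The totals come within 1.5 times the paper's with only the compared groups in the fit (2259) and with an absolute log2 fold change of at least 1, as do the raised genes. The lowered genes come within it with only the compared groups. The other alternatives set before the data were examined do not. Of the paper's 1733 genes, 1714 had the same sign here, 1669 were called with that sign and 7 with the other.

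For extract in *flor-1(icb93)*, edgeR called 0 genes against the paper's 31, 0 higher against the paper's 13 and 0 lower against the paper's 18. There were 641 genes at an unadjusted p under 0.05. The total comes within 1.5 times the paper's by DESeq2's Wald test (34) and with only the compared groups (39). The raised genes do so with only the compared groups, and the lowered genes with limma on transcripts. None of the other alternatives set before the data were examined does. Of the paper's 31 genes, 29 had the same sign, and 21 were called with only the compared groups and 0 by DESeq2, whose 34 are other genes.

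For *old-1p::old-1*, 20 genes were called against the paper's 570, 16 higher against the paper's 227 and 4 lower against the paper's 343. None of the alternatives set before the data were examined comes within 1.5 times these. Of the paper's 570 genes, 567 had the same sign, 16 were called, and DESeq2 called 493. Of the 50 ORR genes 5 were higher against the paper's 28, or 10% against more than the 50% the paper states. DESeq2's Wald test, with 36, and leaving out *old-1p::old-1* replicate A, with 31, come within 1.5 times the paper's count, and no other alternative set before the data were examined does. Of the 50 genes 43 had a positive log2 fold change, and over the 28 genes of the paper's heatmap the median difference from the paper's log2 fold change was 0.12.

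For *dpy-7p::old-1*, 7397 genes were called against the paper's 4779. A mean of at least 1 CPM, the replicate block, limma on transcripts, limma on log2 TPM and leaving out each of the 6 libraries come within 1.5 times the paper's count, and the other alternatives set before the data were examined do not. *B0507.7* is given as not significant in the paper's Fig. 2E and was higher here, with a log2 fold change of 5.17.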

Other observations

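Several other gene groups changed with extract in N2. Of 67 histone genes 49 rose, 1 fell and 17 were not called, with a median log2 fold change of 0.86 (camera, adjusted p = 2.7e-14, and adjusted p = 0.0523 with an estimated correlation). *K06C4.4* rose by 1.28 (standard error 0.16), as did *ZK131.4* by 1.3, which shares its sequence with copies that cannot be told apart. The histone median stayed between 0.72 and 0.97 under the other scalings. Of 145 F-box A genes 40 rose and 20 fell (camera, adjusted p = 0.0102, and adjusted p = 0.271 with an estimated correlation), of 64 MATH and BATH genes 17 rose and 2 fell (adjusted p = 0.000173, and adjusted p = 0.0775 with an estimated correlation), and of 43 glutathione S-transferase genes 13 fell and 3 rose (adjusted p = 0.0333, and adjusted p = 0.0775 with an estimated correlation). *fbxa-111* rose by 3.02 and *math-49* by 4.99. The furrow collagen genes rose in 5 of 6 cases, with *dpy-9* at 0.73 and *dpy-7* at 0.71 (adjusted p = 0.00547, and adjusted p = 0.336 with an estimated correlation), and the molting cycle genes *nhr-23*, *lin-42* and *noah-1* rose by 0.37, 0.64 and 0.6 (8 of 16, adjusted p = 0.0013, and adjusted p = 0.336 with an estimated correlation). Of 12 neuron markers 7 rose, among them *ida-1* at 0.87 (adjusted p = 0.000177, and adjusted p = 0.287 with an estimated correlation), and of 11 body wall muscle markers 8 fell and 2 rose (adjusted p = 0.0164, and adjusted p = 0.271 with an estimated correlation). Yolk genes fell in 15 of 15 cases, major sperm protein genes in 28 of 29 and other sperm genes in 43 of 50 (adjusted p = 1.55e-05, 2.41e-06 and 2.9e-10, and 0.349, 0.473 and 0.365 with an estimated correlation), and germline genes in 11 of 16 (adjusted p = 0.000148, and adjusted p = 0.349 with an estimated correlation). These moved with the yolk level of untreated N2 replicates B and C. With the yolk gene covariate or without those libraries, both chosen after seeing the data, the median of the major sperm protein genes was 0.65 and 0.6. The C-type lectins (21 higher and 49 lower of 165), cytochrome P450 (13 and 11 of 69), UDP-glucuronosyltransferase (12 and 14 of 65), heat shock (4 and 1 of 13), osmotic stress (2 and 0 of 3), chitin (3 and 2 of 8), hedgehog-related (7 and 10 of 50), antimicrobial peptide (1 and 0 of 15) and PMK-1 (2 and 5 of 13) lists, the pharynx (1 and 2 of 8), intestine (1 and 1 of 9) and epidermis (0 and 1 of 9) markers, and the ribosomal (1 and 2 of 78) and mitochondrially encoded (0 and 0 of 12) genes were not called as lists.

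Of the 4026 genes changed by extract in *old-1(ok1273)*, 919 were called in the same direction in N2 and 490 in the opposite one. With 5891 of 16857 genes called in N2, the number shared by chance was not tested. The 919 genes had medians in that same direction of 0.48 in N2, 0.5 in *old-1(ok1273)* and 0.01 in *flor-1(icb93)* on the log2 scale. They were picked for being called in N2 and *old-1(ok1273)*, so the medians there and the differences of *flor-1(icb93)* from N2 are partly built in. The response of *old-1(ok1273)* was called smaller than that of N2 for 68 of these genes and larger for 74, and that of *flor-1(icb93)* smaller for 588 and larger for 0. For the 86 of them with an absolute log2 fold change of at least 1 in both, the medians were 1.73, 1.68 and 0.

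In *old-1(ok1273)* with extract, 64 of 78 ribosomal protein genes fell (camera, adjusted p = 2.26e-22, and adjusted p = 0.294 with an estimated correlation), and 8 of 13 heat shock genes rose (adjusted p = 0.00204, and adjusted p = 0.455 with an estimated correlation), among them *hsp-16.41* at 1.61. Fold changes followed transcript length there (Spearman's rho across genes 0.42), and after the length correction, chosen after seeing the data, 6 ribosomal protein genes fell and 1 rose, with a median of -0.07 against -0.3. Before treatment, *old-1(ok1273)* had higher levels than N2 of 69 of 78 ribosomal protein genes (adjusted p = 1.39e-26, and adjusted p = 0.179 with an estimated correlation, with 56 after the length correction and a rho with length of -0.23) and of *frm-5.2* (3.71). Of 24 *chil* genes 2 were higher, *chil-1* and *chil-3* (1.56 and 1.34 on the log2 scale), and 2 lower (adjusted p = 0.23). Lower than in N2 were 15 of 15 oocyte and yolk genes (adjusted p = 8.73e-05, and adjusted p = 0.394 with an estimated correlation), 76 of 158 cuticle collagen genes, with 15 higher (adjusted p = 0.00327, and adjusted p = 0.412 with an estimated correlation), and 29 of 50 other sperm genes (adjusted p = 0.000532, and adjusted p = 0.614 with an estimated correlation), a comparison that includes untreated N2 replicates B and C with their yolk transcripts. In untreated *flor-1(icb93)* 7 of 15 oocyte and yolk genes were higher (adjusted p = 0.00103, and adjusted p = 0.675 with an estimated correlation). Untreated *flor-1(icb93)* had lower levels than N2 of 94 of 158 cuticle collagen genes and higher levels of 5 (adjusted p = 1.25e-10, and adjusted p = 0.169 with an estimated correlation), and of *grsp-1* (-3.89), and higher levels of 9 of 13 PMK-1 and bacterial response genes, with 1 lower (adjusted p = 0.00141, and adjusted p = 0.165 with an estimated correlation) and of *ver-1* (2.64). Of the 50 ORR genes, 6 were higher and 2 lower in untreated *old-1(ok1273)* and 13 were higher in untreated *flor-1(icb93)*.

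Genes raised by extract in N2 and by *dpy-7p::old-1* numbered 396, with 604 by chance (one-sided Fisher's exact test for a larger overlap, p = 1), and included all 50 ORR genes. With an absolute log2 fold change of at least 1, an alternative set in advance, the direction turned, with 155 shared and 53.3 by chance (one-sided Fisher's exact test, p = 1.06e-35). Of the alternatives chosen after seeing the data, the yolk gene covariate gave 190, with 156 by chance (one-sided Fisher's exact test, p = 0.00187), and leaving out untreated N2 libraries B and C gave 297, with 342 by chance (one-sided Fisher's exact test, p = 0.999).

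*C56A3.4* and *C56A3.5*, neighbours on chromosome V, and *Y102A5C.36* on the same chromosome had 0 counts in all 6 *old-1(ok1273)* libraries and in the 6 libraries of *old-1p::old-1* animals and their siblings. Each N2 library held 147 to 416, 526 to 832 and 101 to 176 counts of them. Their neighbour *C56A3.6* had 1052 to 1417 counts in the *old-1(ok1273)* libraries and 624 to 968 in N2. Every *flor-1(icb93)*, *dpy-7p::old-1* and hygromycin control library held at least 67 counts of each of *C56A3.4*, *C56A3.5* and *Y102A5C.36*. The shared absence points to a background that *old-1p::old-1* animals and their siblings have in common with *old-1(ok1273)*. Whether they carry its *old-1* mutation was not tested. The paper's Fig. 1C describes their *icbEx308* array in *old-1(ok1273)*, while its strain list names no *old-1* mutation for that strain. *vha-3* had 0 counts in the 6 *flor-1(icb93)* libraries and 144 to 519 in each N2 library, and since its sequence is close to that of *vha-2* this could not be told from reads assigned to that copy.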
